# Fetal Tracheal Occlusion Increases Lung Basal Cells *via* Increased Yap Signaling

**DOI:** 10.3389/fped.2021.780166

**Published:** 2022-02-22

**Authors:** Vincent Serapiglia, Chad A. Stephens, Rashika Joshi, Emrah Aydin, Marc Oria, Mario Marotta, Jose L. Peiro, Brian M. Varisco

**Keywords:** fetal tracheal occlusion, congenital diaphragm hernia, lung development, basal cell, Yap (Hippo) signaling, mechanotransduction

## Abstract

Fetal endoscopic tracheal occlusion (FETO) is an emerging surgical therapy for congenital diaphragmatic hernia (CDH). Ovine and rabbit data suggested altered lung epithelial cell populations after tracheal occlusion (TO) with transcriptomic signatures implicating basal cells. To test this hypothesis, we deconvolved mRNA sequencing (mRNA-seq) data and used quantitative image analysis in fetal rabbit lung TO, which had increased basal cells and reduced ciliated cells after TO. In a fetal mouse TO model, flow cytometry showed increased basal cells, and immunohistochemistry demonstrated basal cell extension to subpleural airways. Nuclear Yap, a known regulator of basal cell fate, was increased in TO lung, and Yap ablation on the lung epithelium abrogated TO-mediated basal cell expansion. mRNA-seq of TO lung showed increased activity of downstream Yap genes. Human lung specimens with congenital and fetal tracheal occlusion had clusters of subpleural basal cells that were not present in the control. TO increases lung epithelial cell nuclear Yap, leading to basal cell expansion.

## Introduction

Congenital diaphragmatic hernia (CDH) results from the failed fusion of the pleuroperitoneal folds in the 6th to the 8th week of gestation in humans and occurs in 1:2,000 births (1). In CDH, abdominal contents herniate into the thorax, causing ipsilateral and contralateral lung hypoplasia and pulmonary vascular pruning. The morbidity and mortality associated with CDH are principally determined by the size of the defect and the laterality, with right-sided hernia experiencing worse outcomes. The most severe defects account for 20–35% of all CDH and have 50% mortality with severe respiratory morbidity in survivors (2). For this reason, a fetal surgical technique has been developed to improve fetal lung growth in CDH.

Fetal endoscopic tracheal occlusion (FETO) was first described in animal models of CDH by Harrison et al. (3), and human clinical trials have been ongoing for 35 years (1). Typically, FETO involves the placement of an endoluminal tracheal balloon at 26–29 weeks' gestation with fetoscopic removal at 34 weeks. Tracheal occlusion (TO) prevents the egress of epithelial secretions and causes lung expansion and growth. A meta-analysis of multiple small randomized trials indicated a survival benefit of FETO, but suggested continued respiratory morbidity (1). Larger randomized trials are ongoing. There are mixed reports of the impact of CDH on alveolar type II cell function (4–6) and a report that CDH reduces and TO increases TGF-β signaling and lung elastin synthesis (7). Two whole-lung gene expression profiling studies using a rabbit model reported complementary findings of decreased cell proliferation in CDH with restoration or excessive restoration of cell division with FETO (8, 9). Our group reported preferential proliferation in the epithelial compartment in FETO that was potentially EGFR-related (9). Proteomic analysis of tracheal fluid in an ovine model of CDH and FETO found that PI3K and mTOR signaling was increased with reduced abundance of ciliated cells in FETO (10). Adding to the complexity of animal models is a recent finding that, in a rabbit model of CDH and FETO, there are significant metabolic differences between and within lung lobes (11). A barrier to understanding the mechanistic underpinning of changes in CDH and TO has been the lack of a mouse TO model with high fetal survival rates. This obstacle has been recently overcome with the development of a transuterine mouse TO model (12, 13).

The Yes-associated protein (Yap) signaling cascade was first descried in *Drosophila* as the Hippo signaling pathway and is a key mechanosensitive integrator of several developmental processes in the lung epithelium. Yap is phosphorylated by large tumor suppressor kinases 1 and 2 (Lats1 and Lats2), which are phosphorylated by mammalian Ste20-like serine/threonine kinases 1 and 2 (Mst1 and Mst2), which are in turn phosphorylated by cytoskeleton-coupled proteins at epithelial cell apical membranes. Phosphorylated Yap is transcriptionally inactive and sequestered in the cytoplasm. Non-phosphorylated Yap is translocated into the nucleus, where it binds with TEAD (transcriptional enhancer factor domain proteins) factors, which are the enhancers of *Yap* target genes. The temporal and spatial roles of *Yap* in the developing lung are still emerging, but in general, in the conducting airway epithelium, nuclear *Yap* is important for maintenance of the stem cell lineage and basal cell proliferation (14, 15); in the distal lung, shuttling of Yap between the nuclear and cytoplasmic compartments is important in alveolar type 2 (AT2) to alveolar type 1 (AT1) cell differentiation (16, 17).

The goal of this study was to characterize the impact of fetal TO on the lung epithelium. To do so, we first performed a *post-hoc* analysis of cell-specific genes derived from the left lower lobes of fetal rabbits with CDH and/or TO and then validated these findings by histology of the left upper lobes. After identifying basal cells as the most dysregulated cell type, we analyzed the whole lungs of mice in a mouse model of FETO to identify these same changes and identify Hippo/Yap as key transcriptional regulators using a lung epithelial cell-specific knockout approach. We lastly show that the lungs of human neonates with congenital TO have clusters of basal cells in the distal lung that are not present in the lung of control infants.

## Materials and Methods

### Human Tissue Use

Archived human tissues were used with a waiver from the Cincinnati Children's Hospital Institutional Review Board (2016-9641) and from the Vall d'Hebron Research Institute.

### Animal Care and Maintenance

All animal use was approved by the Cincinnati Children's Hospital IACUC (2019-0034). Timed pregnant C57BL/6 mice were housed in a barrier facility with chow and water *ad libitum* and 12-h day/night cycles. Timed pregnant New Zealand white rabbits were purchased from Charles River (Wilmington, MA, USA) and similarly housed.

### Rabbit CDH and TO Model

The fetal rabbit CDH and TO model has been previously described (9). In brief, after anesthesia of the pregnant rabbit, in fetuses, a left-sided diaphragmatic defect was created at embryonic day 25 (E25), TO was performed at E27, and fetuses were collected at E30. The left lower lung was collected and used for RNA sequencing and the left upper lobe collected for histology.

### Mouse TO Model

The transuterine mouse TO model has been previously described (12, 13). Briefly, E16.5 C57BL/6 mice were anesthetized and the fetuses exposed by midline laparotomy. Anterior-facing fetuses had ligation of the trachea and one carotid artery and jugular vein by passing a non-cutting needle with 6–0 silk through the uterine wall and around those structures. Progesterone (2 mg) was administered intramuscularly at E17.5 to prevent spontaneous abortion. At E18.5, pregnant mice were anesthetized, the fetuses collected, and both fetuses and dam sacrificed.

### Conditional *Yap* Deletion

Based on previous studies (15) showing efficient depletion of *Yap* from the airway epithelium, we crossed mice with homozygous floxed *Yap1* exons (B6.*Yap1*^*tm*1.*Dupa*^, *Yap*^*Loxp*/*LoxP*^) with mice heterozygous for *cre* under the control of the *Sonic hedgehog* promoter (B6.*Shh*^*tm*1(*EGFF*/*cre*)*Cjt*^, *Shh*^*cre*^) and a single floxed Yap allele (*Shh*^*cre*^*Yap*^+/Δ^) to create *Shh*^*Cre*^*Yap*^Δ/Δ^ fetuses. Genotyping was performed as previously described (15).

### Tissue Processing

Lung tissue was snap frozen on dry ice and stored at −80°C. The lower left lobe in rabbits and the entire lung in mice were homogenized and the RNA extracted using RNEasy kits (Qiagen, Hilden, Germany). Rabbit lung histology was obtained from frozen left upper lung tissue in optimum cutting temperature (OCT) compound (Tissue-Tek, Torrance, CA, USA) and cryostat sectioning. Entire fetal mouse lungs were fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS), dehydrated, paraffinized, and sections obtained. For lung lysates, frozen lung tissue was homogenized in RIPA buffer.

### Immunofluorescence, Immunohistochemistry, and Image Acquisition

For immunohistochemistry (IHC), mouse lung sections were stained using the antibodies below (Table 1) with appropriate secondary antibodies and the ABC Vectastain kit (Vector Laboratories, Burlingame, CA, USA). For immunofluorescence (IF), rabbit lung sections were stained with the antibodies below and appropriate fluorophore-conjugated secondary antibodies. Brightfield imaging was performed on a Nikon NiE upright microscope with ×10 tiled and ×40 magnification. Immunofluorescent images were obtained using a Nikon SpectraX microscope.

**Table 1:** Primary antibodies.

**Antibody**	**Manufacturer/source (catalog no.)**	**Use**	**Dilution**
NGFR	Abcam (ab8874)	IHC	1:1,000
Yap	Cell Signaling (4912S)	IHC	1:1,000
Phospho-Yap	Cell Signaling (13008S)	IHC	1:1,000
Ki67	Abcam (ab16667)	IHC	1:1,000
Pro-surfactant protein C (guinea pig)	Gift from Dr. Jeffrey Whitsett	IF	1:200
CGRP	Abcam (ab360001)	IF	1:200
Acetylated alpha tubulin	Millipore (MABT868)	IF	1:200
Cytokeratin 14	Abcam (ab7800)	IF	1:200
HopX	Abcam (ab57832)	IF	1:200
Mucin 5AC	Abcam (ab3649)	IF	1:200
Scgb1a1 (guinea pig)	Gift from Dr. Jeffrey Whitsett	IF	1:200
Yap	Cell Signaling (4912S)	IF	1:200
Keratin-5	Abcam (ab53121)	IF	1:200

### Quantitative Image Analysis

For rabbit lung specimens, images of the entire lung lobe at ×10 magnification were generated by tile scanning with autofocusing of each frame at ×10 magnification on a Nikon SpectraX microscope. For each analyte, a negative control image was used to determine an intensity threshold and size thresholds determined based on the marker (nuclear *vs*. cytoplasmic, *vs*. apical membrane). Non-lung material was manually excluded, and the percentage of cells expressing each analyte was determined as nuclei associated with the marker divided by the total nuclei. These percentages were then compared using the Wilcoxon rank-sum test with Kruskal–Wallis *post-hoc* comparisons.

### Western Blot

Mouse lung homogenates were electrophoretically separated and transferred to PVDF membranes and probed for cytokeratin-14 (ab7800, 1:1,000; Abcam, Cambridge, UK) with quantification of total protein using REVERT total protein stain (cat. no. 923-11011; LI-COR, Lincoln, NE, USA).

### Flow Cytometry

E18.5 mouse lungs were collected and a single cell suspension created as previously described (18). Cells were stained for nerve growth factor receptor (NGFR) (ab8874, 1:200; Abcam) and EpCam (47-579180, 1:200; eBioscience, San Diego, CA, USA) antibodies using Zombie Red (423109; BioLegend, San Diego, CA, USA) viability dye for dead cell exclusion on a FACSCanto cell (BD Biosciences, Franklin Lakes, NJ, USA) flow cytometry device and using FlowJo v10.7.1 software for quantification.

### PCR

The quantities of lung cell-specific messenger RNAs (mRNAs) in rabbit lung was quantified by SYBR Green (204143; Qiagen) RT-PCR using the oligonucleotides in Supplementary Table 3. Taqman PCR of mouse lung RNA was performed using Applied Biosystems proprietary primers for connective tissue growth factor (CTGF) (Mm01192932_g1), Trp63 (Mm00495788_m1), and GAPDH (cat. no.4308313; Applied Biosystems, Waltham, MA, USA).

### mRNA-Seq and Bioinformatic Analysis

Lung cell-specific mRNAs were extracted from LungGENS E16.5, E18.5, postnatal day 1 (PND1), PND3, PND7, and PND28 profiles (19). The FKPM (fragments per kilobase of transcript per million mapped reads) values of these genes were extracted from a previously published rabbit CDH and TO dataset (GSE84811). The median FKPM per group was used for the comparison of cell-specific mRNAs. For mouse TO experiments, RNA from control and TO mouse lungs was barcoded using NexteraXT and Illumina oligos and sequenced at a depth of 10 million reads per sample with 150-bp paired-end sequencing on a NovaSeq sequencer (Illumina, San Diego, CA, USA). Reads were aligned to GRCm38 using STAR (20) and count files were imported into DESeq2 [(21), p. 2] using a threshold of five reads per gene in all samples. Differential expression by group was determined. Deferentially expressed genes (DEGs) with an adjusted *p*-value of <0.1 and a fold change of two or greater were exported into ToppGene (22) and Ingenuity Pathway Analysis (IPA) (23) for gene set enrichment analysis (GSEA).

### Statistical Analysis

R version 4.0.2 (24), ggpubr (25), and rstatix (26) were used for graphical and statistical comparisons using one-way ANOVA and Holm–Sidak *post-ho*c test for parametric and Kruskal–Wallis with Dunn's *post-hoc* test for non-parametric comparisons. If comparisons between more than four groups were performed, we applied Bonferroni correction for multiple comparisons. *P* < 0.05 considered significant. Line and whisker plots indicate medians and 25th and 75th percentiles.

## Results

### Increased Numbers of Lung Basal Cells in the Lung Tissue of the Rabbit FETO Model

To begin identifying the lung cells most impacted by FETO, we generated lists of cell-specific mRNAs (Supplementary Table 1) using the Lung Gene Expression Analysis database (19). Normalizing the FKPM values of fetal rabbits undergoing fetal creation of diaphragmatic hernia (CDH), FETO, or both (CDH/FETO) to control, we identified increased relative expressions of basal cell-specific mRNAs and decreased relative expressions of club, ciliated, and goblet cell mRNAs in FETO and CDH/FETO lungs. There were no substantial differences in the relative abundances of AT1, AT2, lipofibroblast, matrix fibroblast, myofibroblast, epithelial, or myeloid cell mRNAs (Figure 1A). As the focus of this project was TO, we extracted the 98 genes with adjusted *p* < 0.1 and 1.5-fold increased or decreased expression in control *vs*. TO and performed GSEA. Cell cycle-related processes were enriched and basal cell genes were overrepresented (Table 2). Quantification of cell-specific mRNAs was consistent with these bioinformatic findings (Supplementary Figure 1). On the protein level, cell-specific markers identified an increased number of basal cells in TO lung (Figures 1B–D) and reduced numbers of AT1 cells in CDH, TO, and CDH/TO lung compared to control (Figures 1E–G). This analysis of lung tissue from a previously published rabbit CDH/TO study showed that TO lung has increased numbers of basal cells compared to control.

**Figure 1:**
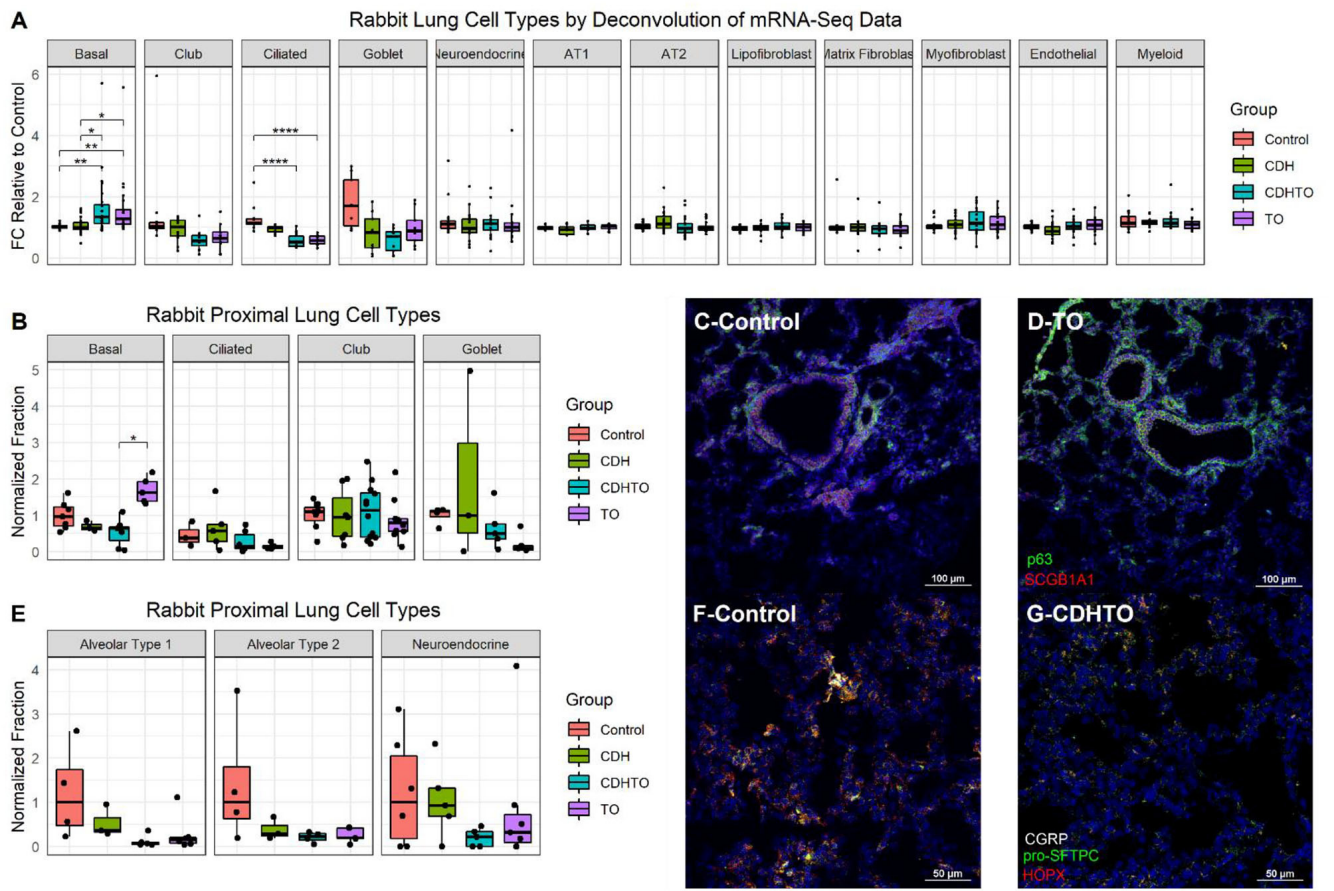
Increased basal cells in a rabbit model of fetal tracheal occlusion. **(A)** Lung cell-specific mRNAs and the relative expression of each in rabbit fetuses with sham surgery, diaphragmatic hernia creation (*CDH*), tracheal occlusion (*TO*), or both (*CDHTO*) were identified. Each data point represents the relative expression of one gene per group (*n* = 4 per group). This analysis identified a relative increase in basal cell- and a reduction in ciliated cell-associated genes. *p < 0.05, **p < 0.01, ****p < 0.0001 by Dunn's *post-hoc* test with Bonferroni correction. **(B)** Immunostaining and quantitative image analysis of the upper left lobe rabbit lung showing a relative increase in the number of basal cells as a fraction of the total cells in TO lung (*n* = 4–6 per group). **(C)** The basal cell master regulator p63 was present in conducting airways of control rabbit fetuses largely below SCGB1A1-positive club cells. **(D)** The relative abundance of p63-positive cells was increased in the lungs of TO rabbit fetuses. **(E)** Apparent reductions of both alveolar type 1 and type 2 cells were not statistically significant. **(F)** Immunostaining for the alveolar type 2 cell marker pro-surfactant protein C (pro-SFTPC) and the alveolar type 1 cell marker HOPX in sham-treated fetal rabbit lung. **(G)** CDHTO lung appeared to have reductions in both markers.

**Table 2:** Gene set enrichment analysis of fetal rabbit to vs. Control.

**GO molecular function**				**GO biological function**				**Topp cell atlas**			
**Term**	**No. genes**	**% Genes**	**q-value**	**Term**	**No. Genes**	**% Genes**	**q-value**	**Term**	**No. Genes**	**% Genes**	**q-value**
DNA replication origin binding	5	5%	3.65E-05	pre-replicative complex assembly	5	5%	1.34E-10	Cycling Basal Cell (Mouse Trachea)	20	20%	6.43E-24
Calcium ion binding	15	15%	2.68E-03	pre-replicative complex assembly involved in cell cycle DNA replication	5	5%	1.34E-10	Basal Cell (Mouse Trachea)	17	17%	2.83E-19
Glycosaminoglycan binding	8	8%	1.60E-02	pre-replicative complex assembly involved in nuclear cell cycle DNA replication	5	5%	1.34E-10	Dividing T-cell	17	17%	2.09E-18
Extracellular matrix structural constituent	7	7%	1.65E-02	regulation of cell population proliferation	32	33%	3.83E-10	Activated T cell	17	17%	3.55E-18
DNA helicase activity	5	5%	1.73E-02	tube development	26	27%	4.08E-10	Dividing Alveolar Macrophage	16	16%	1.17E-16
Single-stranded DNA binding	6	6%	1.92E-02	circulatory system development	26	27%	6.62E-10	Neuroepithelial cell	16	16%	1.77E-16
3'-5' DNA helicase activity	3	3%	3.88E-02	vasculature development	21	21%	1.73E-09	Developing Plasmablast	16	16%	1.77E-16
Single-stranded DNA helicase activity	3	3%	4.59E-02	double-strand break repair *via* break-induced replication	5	5%	1.86E-09	Early Lung Fibroblast Progenitor	14	14%	5.64E-14
Cell adhesion molecule binding	11	11%	5.59E-02	cell adhesion	27	28%	4.03E-09	AT1-AT2 progenitors	14	14%	2.24E-13
Catalytic activity, acting on DNA	7	7%	5.79E-02	biological adhesion	27	28%	4.44E-09	B-cell	14	14%	2.41E-13

### Increased Number of Basal Cells After Fetal Mouse Tracheal Occlusion

We next used a recently described mouse fetal TO model (12) to test whether the same increase in lung basal cells was seen in a different animal model of TO. After TO at E16.5, E18.5 fetal lungs were collected and single cell suspensions were analyzed by flow cytometry. TO lungs had more than twice the number of basal cells of control lungs (Figures 2A,B). In a separate experiment, the lungs of TO mice had ~2.5-fold greater quantity of the basal cell marker ketatin-14 (Figure 2C). Analysis of whole-lung sections of control and FETO mice revealed increased abundance and more distal extension of basal cells in TO lung compared to control (Figures 2D,E). These fetal mouse data corroborate findings in a fetal rabbit model showing that TO increases the number of basal cells.

**Figure 2:**
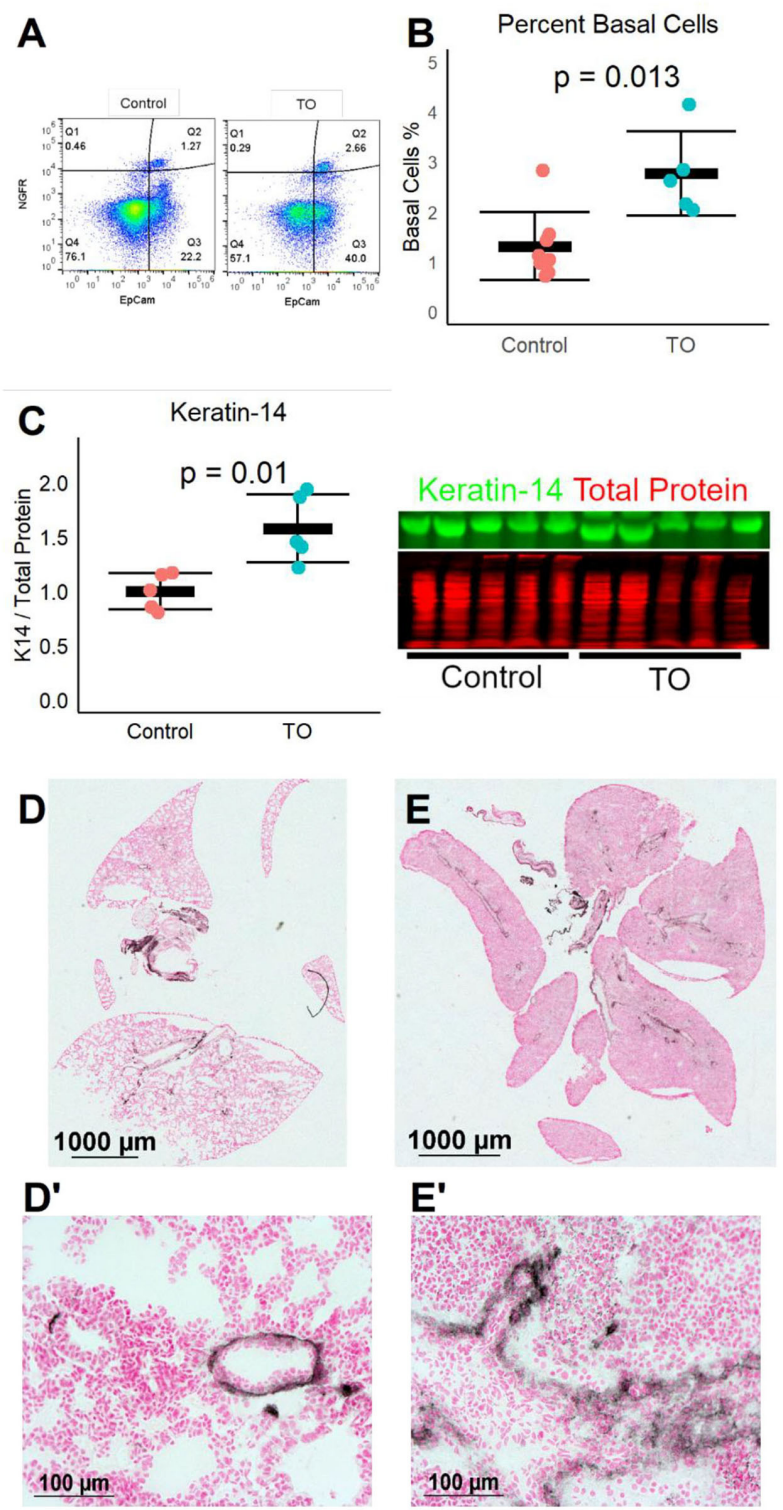
Fetal endoscopic tracheal occlusion (FETO) increases the number and distalization of lung basal cells. **(A)** The percentage of lung basal cells as defined by the co-expression of EpCam and NGFR increased from ~1.5 to ~2.5% at E18.5 following tracheal occlusion (TO) at E16.5. **(B)** The increased percentage of basal cells in TO (*n* = 6) compared to control (*n* = 7) was consistent and statistically significant. **(C)** The whole-lung protein content of the basal cell marker keratin-14 was also increased (*n* = 5 per group). **(D)** Immunohistochemistry of control lung for NGFR showed restriction of basal cells to the basement membrane of large conducting airways. **(E)** FETO lungs had increased cellularity and had extension of basal cells beyond the central conducting airways into the more distal conducting airways. **(D′)**, Magnified Image of D; **(E′)**, Magnified Image of E.

### Activation of Yap Signaling by FETO

The Yap pathway is both a regulator of epithelial cell proliferation and organ size and a direct regulator of p63, a necessary transcription factor for basal cells (15). Yap signaling is regulated by a series of kinases, with phosphorylated Yap (phospho-Yap) being targeted for degradation and non-phosphorylated Yap translocating to the nucleus where TEAD factors are recruited, activating Yap-regulated genes (27). Thus, non-phosphorylated Yap is transcriptionally active, while phospho-Yap is sequestered in the cytoplasm. The immunohistochemistry for Yap and phospho-Yap identified grouped Yap-positive and phospho-Yap-positive cells in E18.5 lung (Figures 3A,B). In contrast, in E18.5 TO lungs, most nuclei were Yap-positive, and phospho-Yap staining was nearly absent (Figures 3C,D). The mRNA levels of the Yap target genes connective tissue growth factor (*CTGF*) and *Trp63* (*p63*) were both increased in TO lung (Figures 3E,F). These data demonstrate the activation and transcriptional activity of Yap following TO.

**Figure 3:**
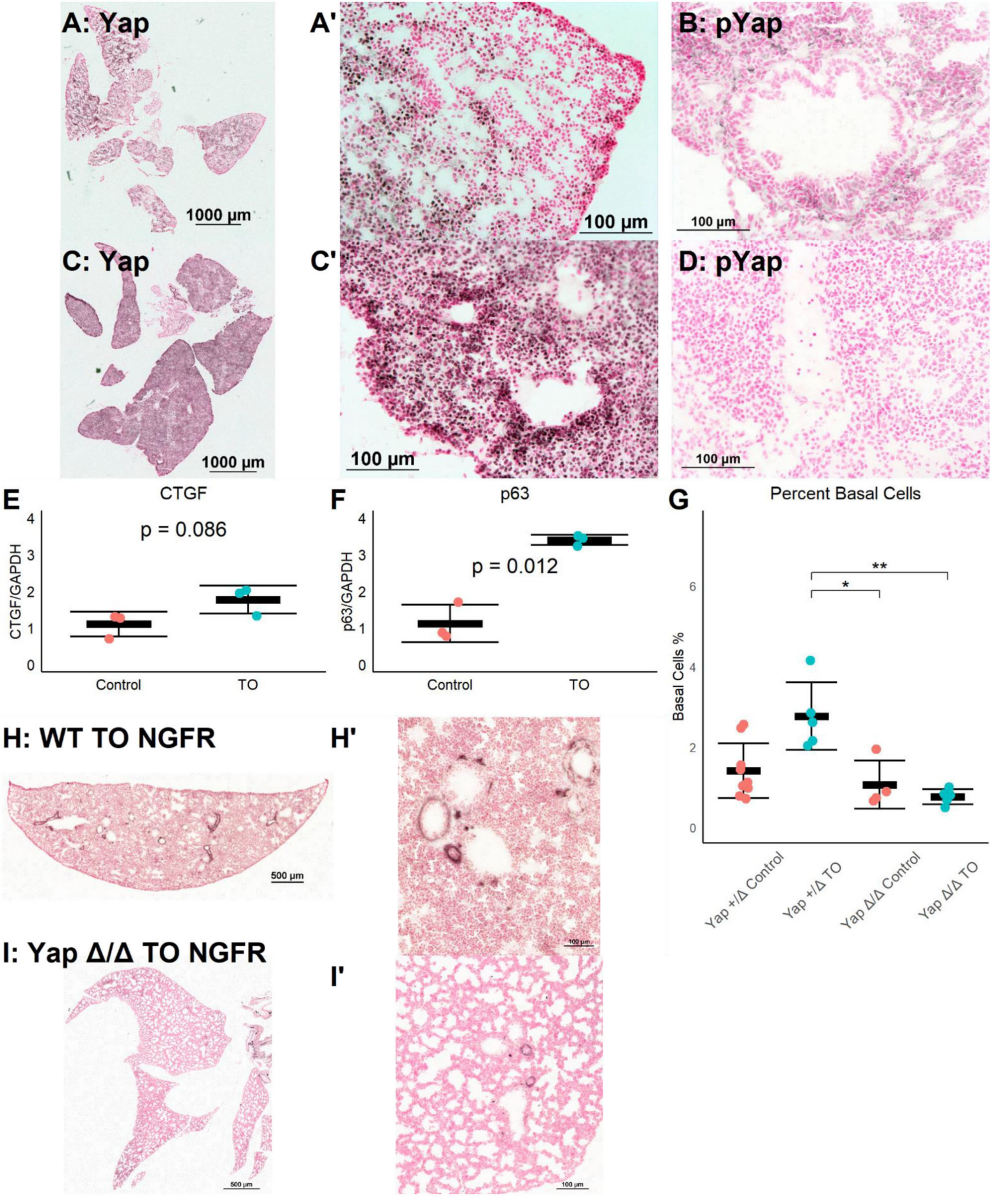
Increased lung epithelial Yap signaling is responsible for basal cell expansion. **(A,B)** In control E18.5 fetuses, non-phosphorylated (nuclear, active) Yap is present in small clusters of distal lung cells **(A)** and phosphorylated (cytosolic, non-active) Yap is widely present **(B)**. **(C)** In E18.5 TO lung, non-phosphorylated Yap is present more homogenously throughout the lung and can be detected more in nuclei than in control, with denser abundance of nuclear-Yap-containing cells round airways. **(D)** In TO lung, phosphorylated Yap is less abundant than in control lung. **(E,F)** PCR of lung homogenates showed increased levels of connective tissue growth factor (*CTGF*) **(E)** and *p63* **(F)**. Both are Yap target genes. Comparison is by Welch's *t*-test. **(G)** Mice with hemizygous deletion of lung epithelial cell Yap at baseline (*n* = 9) and after TO (*n* = 5) showed similar numbers of basal cells to wild-type (WT) mice. Lung epithelial cell-specific deletion of Yap without TO (*n* = 4) or with TO (*n* = 5) both had basal cell frequencies comparable to control hemizygous and WT mice. *p < 0.05, **p < 0.01 by Holm–Sidak *post-hoc* test. **(H,I)** Compared to wild-type **(H)**, mice with conditional deletion of Yap from the lung epithelium **(I)** had reduced abundance of basal cells as assessed by nerve growth factor receptor (NGFR) immunohistochemistry. *Scale bars*, 500 and 100 μm. **(A′)**, Magnified Image of A; **(C′)**, Magnified Image of C; **(H′)**, Magnified Image of H; **(I′)**, Magnified Image of I.

To test whether TO activation of Yap was directly responsible for basal cell expansion, we conditionally deleted Yap from the epithelium of fetuses using a Sonic hedgehog driver and floxed Yap alleles. There was a non-significant reduction in the number of basal cells between *Yap*^*LoxP*/*LoxP*^ or *Yap*^+/Δ^ mice and *Yap*^Δ/Δ^ at baseline and a significant reduction in the number of post-TO basal cells in *Yap*^Δ/Δ^ (Figures 3G–I). While these data cannot differentiate whether the lack of TO-induced basal cell expansion is from the absence of a necessary progenitor or the lack of a necessary transcriptional driver, they do show that *Yap* is essential for basal cell expansion in TO.

### Pathways and Processes Impacted by Tracheal Occlusion

We examined the relative weight of Yap transcriptional activity compared to other impacted signaling pathways by performing mRNA sequencing (mRNA-seq) and differential gene expression analysis in three control and three TO E18.5 lungs. 

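For the mRNA-seq, RNA from whole lungs of C57BL/6 mouse fetuses was collected at E18.5. In TO fetuses the trachea had been occluded at E16.5, which keeps the fluid that the lung secretes inside the airways. Libraries from 4 control and 4 TO lungs were deposited, and they are called here control 1 to 4 and TO 1 to 4 after their replicate numbers. The specimen names in Figures 4A and 4D are those of controls 1, 2 and 4 and of TO 2, 3 and 4, so these 6 libraries were analyzed first and all 8 second. The paper gives no reason for leaving out control 3 and TO 1. The authors aligned the reads to GRCm38 with STAR and deposited the number of read pairs counted on each gene, without normalization. On genes, 22822261 read pairs were counted in control 1, 30768440 in control 2 and 24511486 in control 4, with a median of 24511486. In TO 2 there were 35002061, in TO 3 24494782 and in TO 4 34390241, with a median of 34390241. Control 3 had 32382284. TO 1 had 270078, so a gene at 1 CPM, the normalized count that the cpm function of edgeR returns, corresponds to less than 1 read pair there. The share of read pairs on genes that fell on a given strand was between 49.9% and 50.1%, so counts without regard to strand were used, in which overlapping genes of opposite strands cannot be told apart. Counts were scaled by the TMM method of edgeR, and TO was compared with control by its quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Each CPM was computed with the TMM factors of all 8 libraries. Log2 fold changes are TO against control, and coordinates are those of GENCODE M21 on GRCm38.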

TO lungs were most similar to each other (Figure 4A), although the separation between control and TO specimens was incomplete when assessed by the first two principal components (Figure 4B). 

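Distances between libraries were computed over all genes tested, on log2 CPM with a prior count of 2. Among the 6 libraries of Figure 4A, the mean distance was 152 between TO lungs, 138 between control lungs and 147 between a TO and a control lung. The closest pair was control 4 and TO 4, at 123. The mean distance between groups exceeded the mean distance within groups by 2.40 (one-sided exact permutation test, p = 0.3, where 0.1 is the smallest p that 3 lungs against 3 allow). Leaving out TO 4 moved this difference most, to 9.56, and it was -2.74 without control 1 and -4.35 without control 2. With all 8 libraries it was -1.54 (one-sided exact permutation test, p = 0.657). In a principal component analysis of the 500 most variable genes, the first component held 35.6% and the second 26.8% of the variance. On the first component control 2 lay at -43.6 and TO 4 at 36.2, with TO 2 at -11.9, control 1 at 3.45, control 4 at 6.65 and TO 3 at 9.14 between them, so the groups overlapped. With control 3 and TO 1 included, the first component held 76.3% of the variance and placed TO 1 at -122 and the other 7 libraries between 16.3 and 18.9.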

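The count files list 55385 genes. In the 6 libraries of Figure 4, 21859 genes had at least 5 reads in 3 or more libraries, and these were the genes tested. Requiring 5 reads in every one of the 6 libraries left 17229 genes. With control 3 and TO 1 added, 22545 genes passed the first filter, and 9335 had 5 reads in every library, TO 1 included.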

After filtering for genes that contained at least five reads in three or more of the specimens, 17,374 genes were used in the analysis. Among these genes, only 42 had adjusted *p*-values of <0.1. GSEA of these genes identified inflammation-related, tube morphogenesis, and blood vessel morphogenesis processes as differentially regulated (Supplementary Table 2). 

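The quasi-likelihood test of edgeR called 0 genes at an adjusted p under 0.1 in the 6 libraries. The smallest adjusted p was 0.372, and 1123 genes had an unadjusted p under 0.05, of which 671 were higher and 452 lower in TO lungs. Chance alone gives a share of 0.05 of the 21859 genes tested, and 1123 is close to that. DESeq2, the tool the paper names, called 44 genes, 40 higher and 4 lower in TO, and limma-voom called 0, with 1361 genes at an unadjusted p under 0.05. All 44 genes called by DESeq2 had an unadjusted p under 0.05 in edgeR. Of the libraries left out in turn, TO 4 moved the count of edgeR most, to 144 genes, 80 higher and 64 lower in TO. Leaving out control 4 gave 52 genes, and those with the smallest p included Bmp10, Myl7 and Nppa, of a list of atrial cardiomyocyte genes. In mean log2 CPM that list was at 4.22 and 3.88 in controls 1 and 2. It was between 6.43 and 6.89 in TO 2, 3 and 4. With a block by replicate number edgeR called 219 genes in the 6 libraries, 207 higher and 12 lower in TO, and 3 genes in all 8. In the 6 libraries this block sets control 2 against TO 2 and control 4 against TO 4. Of its calls, those with the smallest p included the hepatocyte genes Alb, Ttr and Apoa1, and Krt5. Alb was at 240.0 CPM in TO 4 and 11.1 CPM in control 4, so a difference between these 2 lungs may contribute to the count. Pairing of lungs by number was neither established nor excluded, so the values without a block are given first. In all 8 libraries edgeR called 0 genes. An unadjusted p under 0.05 was found for 530 of 22545 genes, fewer than the share of 0.05 that chance gives. DESeq2 called 7 genes there, all higher in TO, of which 5 were among its calls in the 6 libraries. The 3 TO and 3 control lungs did not overlap for 2385 genes, or 10.9% of those tested, where chance gives 10%. Lcn2 (ENSMUSG00000026822.14), on chromosome 2 from 32384633 to 32388252, encodes the antimicrobial protein lipocalin. Its level was 28.1 ± 9.94 CPM (SD, n = 3) in TO and 7.86 ± 0.988 CPM (SD, n = 3) in control lungs, and no TO lung overlapped a control lung. The log2 fold change was 1.83 (standard error 0.25, adjusted p = 0.372 from edgeR and 4.6e-08 from DESeq2). Of the lungs that Figure 4 does not show, control 3 had 11.0 CPM of Lcn2 and TO 1 10.4 CPM, from 3 read pairs.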

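As no ontology database was available, 2 gene lists written before the data were examined were tested in place of these processes, in a family of 7 lists. Of the 20 genes of a granulocyte and antimicrobial list, 16 were tested in the 6 libraries and 13 were higher in TO. Their median log2 fold change was 1.27 (limma's camera with a preset correlation of 0.01, adjusted p = 3.1e-10), and lists are called at an adjusted p under 0.05. The mean log2 CPM of the list was higher in each TO lung than in each control lung of Figure 4 (two-sided exact permutation test, p = 0.1 and 0.35 after adjustment over the 7 lists). By edgeR 0 of its genes had an adjusted p under 0.1 over all genes, 10 had one adjusted over the list alone, and 10 had an unadjusted p under 0.05. DESeq2 called 6 genes of the list, all higher in TO, with adjusted p from 4.6e-08 for Lcn2 to 0.0454, and that of S100a8 was 0.00818. In all 8 libraries it called 4 genes of the list. In edgeR the log2 fold change was 1.76 for S100a9 (standard error 0.53) and 1.82 for S100a8 (standard error 0.46). S100a9 stood at 11.3 CPM in control 3 and at 31.1 CPM in TO 1, there from 9 read pairs. With control 3 and TO 1 included, the median of the list was 1.12 (camera adjusted p = 6.3e-15), and its mean log2 CPM was 0.75 in control 3 and 0.46 in TO 1 (two-sided exact permutation test, p = 0.171). A list of 25 vessel and tube morphogenesis genes had a median log2 fold change of 0.0094 (camera adjusted p = 0.653), with 13 genes higher in TO. Its median was -0.039 without TO 2 and -0.090 over all 8 libraries (camera adjusted p = 0.296), with control 3 at a mean log2 CPM of 7.03 and TO 1 at 6.43. No call that camera made for a list in the 6 libraries held under fry or with the correlation estimated from the data.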

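In the 6 libraries 1423 genes had a log2 fold change of 1 or more in edgeR and 881 had one of -1 or less, whatever their p-value. An unadjusted p under 0.05 was found for 313 of the increased and 98 of the decreased genes. Fewer than 5 reads were counted in at least 1 of the 6 libraries for 68.1% of the increased and 82.9% of the decreased genes, against 15.0% of the other genes tested. Testing every gene with a read moved the counts most, to 5060 increased and 4528 decreased genes. Among genes with at least 5 reads in every library, 463 were increased and 149 decreased. With control 3 and TO 1 included, 1426 genes were increased and 985 decreased.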

For further analysis, we analyzed genes that were 2-fold increased (626 genes) or decreased (207 genes). Among the upregulated genes, the biological processes that were activated were cardiac and striated muscle function-related, and there were no significant molecular functions identified among the downregulated genes (Supplementary Figure 2). 

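All 26 genes of a list of striated muscle sarcomere genes were higher in TO than in control lungs of Figure 4, with a median log2 fold change of 1.20 (camera adjusted p = 3.8e-18), and 22 of them were increased 2-fold or more. The libraries of each group varied widely, and other groupings of the 6 libraries gave differences in the mean log2 CPM of the list as large as that between TO and control (two-sided exact permutation test, p = 0.3). Of the list, 0 genes had an adjusted p under 0.1 in edgeR, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05, and DESeq2 called 0. Myh6 (ENSMUSG00000040752.16), a cardiac myosin heavy chain gene on chromosome 14 from 54941921 to 54966927, was at 1338 ± 286 CPM (SD, n = 3) in TO and 630.2 ± 691 CPM (SD, n = 3) in control lungs. Its log2 fold change was 1.08 (standard error 0.65, adjusted p = 0.907 from edgeR). Among the controls Myh6 was at 299 CPM in control 1, 167 CPM in control 2 and 1424 CPM in control 4, the last being above TO 2 and TO 4. For Actc1 the log2 fold change was 1.17 (standard error 0.72) and for Myh7 1.21 (standard error 1.01), which became -0.78 without TO 4 and 2.76 without control 4. The median of the list was 0.71 without TO 4 and 2.68 without control 4, and in the latter case edgeR called 52 genes, Ankrd1 of cardiac muscle among them. With all 8 libraries the median of the list was 0.99 (camera adjusted p = 1.5e-10; two-sided exact permutation test, p = 0.257), and Myh6 was at 1901 CPM in control 3 and 1377 CPM in TO 1.

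**Figure D1:**
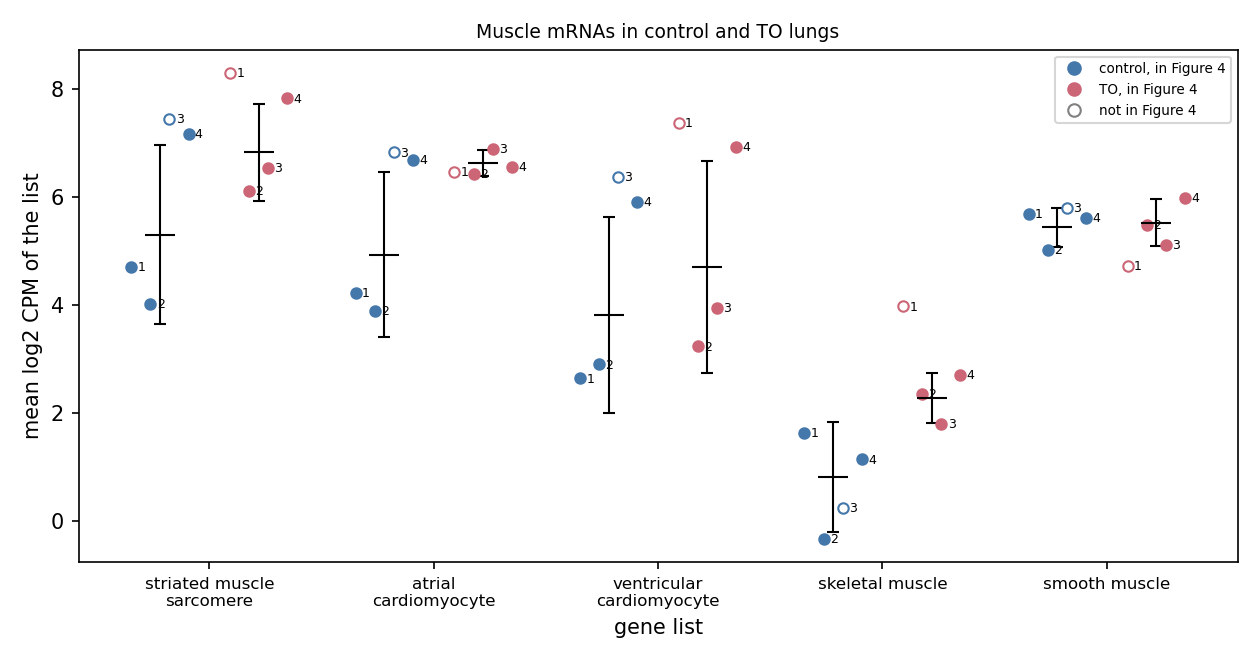
Mean log2 CPM of 5 lists of muscle genes in each library, with the mean and SD of the 3 control and 3 TO lungs of Figure 4 as bars and the replicate number beside each point. Open points are control 3 and TO 1. For the sarcomere list, control 3 (7.44) and control 4 (7.16) lie above TO 2 (6.10) and TO 3 (6.53).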

Upstream analysis of genes with a 2-fold change in expression identified interferons and Toll-like receptors as activated, but it also identified regulators important in cell cycle and lung development, such as *TBX5, SPI1, CEBPA, TGFB1, AREG, FOXM1*, and *CCND1* (Figure 4C). 

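The 22 genes of an interferon-stimulated list were all higher in TO, with a median log2 fold change of 1.50 (camera adjusted p = 1.3e-07), and 14 of them were increased 2-fold or more. Their mean log2 CPM was 5.24 in TO 3, 3.61 in TO 4 and 2.37 in TO 2, against 2.23, 2.62 and 2.50 in controls 1, 2 and 4 (two-sided exact permutation test, p = 0.3). Control 3 reached 4.25 and TO 1 2.10, and over all 8 libraries the median log2 fold change was 0.73 (camera adjusted p = 0.000247; two-sided exact permutation test, p = 0.686). By edgeR 0 genes of the list had an adjusted p under 0.1 over all genes, 15 adjusted over the list alone, and 15 an unadjusted p under 0.05. DESeq2 called 3 genes of the list in the 6 libraries and 0 in all 8. The most abundant genes of the list had log2 fold changes of 0.69 (Stat2), 0.40 (Ddx58) and 1.26 (Oasl2), and that of Ddx58 was -0.11 without TO 3. The median of the list was 0.50 without TO 3 and 2.00 without TO 2. With a block by replicate number in the 6 libraries it was 0.22.

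All 30 genes of a cell cycle list, made of FOXM1 and E2F targets, were lower in TO, with a median log2 fold change of -0.68 (camera adjusted p = 2.2e-16). The median was -0.31 without TO 3, -1.17 without TO 4 and -0.26 with a block by replicate number in the 6 libraries. The mean log2 CPM of this list was 4.49 in TO 3, 5.49 in TO 2 and 6.07 in TO 4, and it lay between 5.97 and 6.30 in the 3 controls (two-sided exact permutation test, p = 0.2). Control 3 was at 4.26 and TO 1 at 6.05, and with them the median was -0.27 (camera adjusted p = 0.00739; two-sided exact permutation test, p = 0.771), with 6 genes higher in TO. Mki67, Top2a and Mcm6 had log2 fold changes of -0.84, -0.67 and -0.40 in the 6 libraries, and that of Mcm6 was 0.091 over all 8. Of the regulators themselves, Foxm1 had a log2 fold change of -0.69 (standard error 0.37, adjusted p = 0.907 from edgeR), with 23.6 CPM in control 3 and 75.9 CPM in TO 1. The log2 fold change was 0.077 for Tbx5, 0.21 for Spi1, 0.33 for Cebpa, -0.47 for Areg and -0.056 for Ccnd1, each with an adjusted p of 0.907 or more in edgeR. In all 8 libraries those of Tbx5 and Ccnd1 changed sign, to -0.060 and 0.11.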

Yap/Taz phosphorylation was predicted to be decreased (activation *z*-score = −0.82, adjusted *p* = 1.49 × 10^−7^) and *TEAD2* activity increased (activation *z*-score = 1.63, adjusted *p* = 2.7 × 10^−7^) in this analysis, but the relative weights of these differences were smaller than those of other regulators. 

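The mRNAs of Yap1 and of Wwtr1, which encodes Taz, differed between the groups by less than their standard errors. Yap1 (ENSMUSG00000053110.13), on chromosome 9 from 7931999 to 8004596, was at 181 ± 7.76 CPM (SD, n = 3) in TO and 178 ± 8.94 CPM (SD, n = 3) in control lungs, with 177 CPM in control 3 and 135 CPM in TO 1. Its log2 fold change was 0.023 (standard error 0.10, adjusted p = 0.985 from edgeR) and that of Wwtr1 was 0.064 (standard error 0.13). In all 8 libraries both were lower in TO, at -0.045 and -0.24. Tead2 (ENSMUSG00000030796.17), on chromosome 7 from 45215753 to 45233644, had a log2 fold change of -0.18 (standard error 0.13, adjusted p = 0.909 from edgeR), and it was at 99.8 CPM in control 3 and 86.3 CPM in TO 1. The log2 fold changes of Tead1, Tead3 and Tead4 were -0.095, -0.15 and -0.0093, and that of Tead4 was above 0 under several of the alternatives. Neither phosphorylation nor the activity of a transcription factor is measured by these mRNA levels. A list of 22 Yap/Taz target genes had a median log2 fold change of 0.080 (camera adjusted p = 0.152; two-sided exact permutation test, p = 0.2), and 15 of its genes were higher in TO. Camera called the list without control 4 (median 0.16) or without TO 4 (median 0.16). By edgeR 0 of the genes had an adjusted p under 0.1 over all genes and 2 adjusted over the list alone, and DESeq2 called 1. The most abundant members, Arhgef17 and Myof, had log2 fold changes of -0.13 and -0.16, and Ankrd1, which cardiac muscle also expresses, had one of 1.30 (standard error 0.99). With control 3 and TO 1 the median of the list was -0.047 (camera adjusted p = 0.398), with control 3 at a mean log2 CPM of 6.25 and TO 1 at 5.35.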

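Figure 4D names 15 genes, among them Ccn2, Ccn1, Axl, Cdkn1a, Pmaip1 and Trp63. In its 6 libraries 11 of them were higher in TO, and the TO and control lungs did not overlap for 4, where chance gives 10% of genes. Of these, Cdkn1a and Pmaip1 were higher and Ajuba and Ednra lower in TO. By edgeR 0 had an adjusted p under 0.1 over all genes, 3 had an unadjusted p under 0.05 and 1 had an adjusted p under 0.1 when adjusted over the list alone. As the figure was drawn from these samples, the last count is not independent evidence. DESeq2 called Cdkn1a, with an adjusted p of 0.0422. Cdkn1a (ENSMUSG00000023067.14), on chromosome 17 from 29090976 to 29100727, was at 32.3 ± 5.86 CPM (SD, n = 3) in TO and 18.7 ± 2.05 CPM (SD, n = 3) in control lungs, with 53.4 CPM in control 3 and 44.9 CPM in TO 1. Its log2 fold change was 0.79 (standard error 0.17, adjusted p = 0.907 from edgeR) and 0.30 over all 8 libraries. Ccn2 (ENSMUSG00000019997.11), which encodes CTGF and lies on chromosome 10 from 24595442 to 24598683, was at 78.1 ± 16.6 CPM (SD, n = 3) in TO and 60.0 ± 7.69 CPM (SD, n = 3) in control lungs. Its log2 fold change was 0.37 (standard error 0.17, adjusted p = 0.907 from edgeR). Over all 8 libraries it was -0.079, with 121 CPM in control 3 and 31.1 CPM in TO 1. Among those lower in TO were Ajuba (-0.33), Ednra (-0.18) and Sdc2 (-0.20). Clustering the 6 libraries on z-scores of the 15 genes, by complete linkage of Euclidean distances, put TO 2 and TO 3 on one branch and TO 4 with the 3 controls on the other. Average linkage gave the same branches. With 1 minus Pearson's correlation as the distance, the 3 TO lungs were on one branch and the 3 controls on the other. With all 8 libraries, control 3 alone was on one branch.

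**Figure D2:**
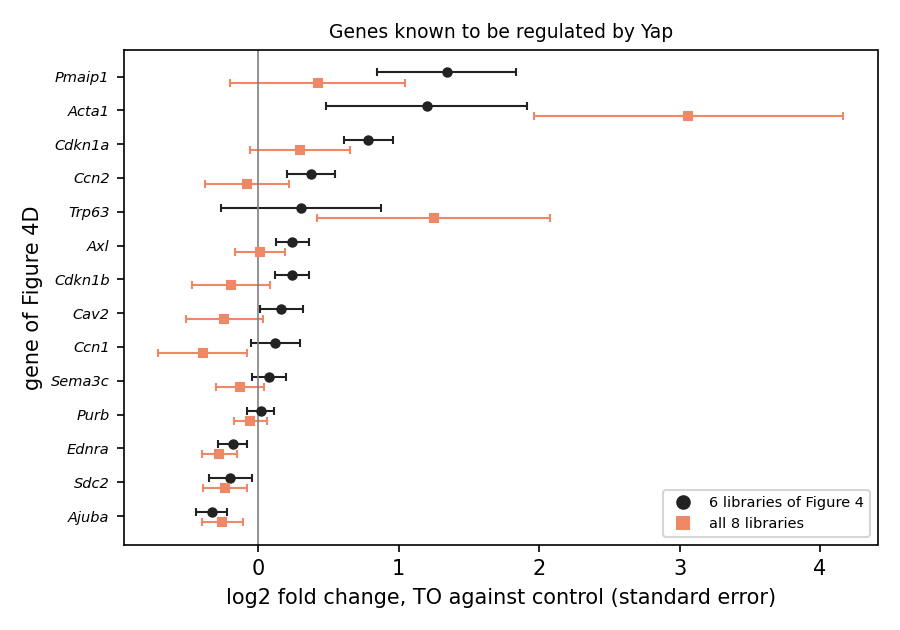
Log2 fold change, TO against control, of genes of Figure 4D in the 6 libraries shown there and in all 8 libraries, with the standard error derived from the F statistic of edgeR as bars. The value of Ccn2 is 0.37 in the 6 libraries and -0.079 with control 3 and TO 1 included, and that of Ccn1 is 0.12 and -0.39.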

Clustering of specimens using genes known to be regulated by Yap showed that TO and control specimens were distinct from one another (Figure 4D). In performing analysis of lung cell-specific mRNAs similar to that done in fetal rabbit lungs, it was found that basal cells, club/goblet cells, AT2, and myeloid cell mRNAs were increased in TO lung compared to control (Figure 4E).

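The lists of Supplementary Table 1 were matched to the genes of the count files, and camera was run over its family of 11 lists. The 28 basal cell genes tested had a median log2 fold change of -0.090 (camera adjusted p = 0.447), and 12 of them were higher in TO. Their mean log2 fold change was 0.065, so the median and the mean differ in sign. The mean log2 CPM of the basal list was 5.26, 5.34 and 5.45 in the TO lungs and 5.39, 5.18 and 5.33 in the control lungs of Figure 4 (two-sided exact permutation test, p = 0.6). The 40 club cell genes had a median of 0.25 (camera adjusted p = 0.00422), with 25 higher in TO, and the 53 AT2 genes one of 0.20 (camera adjusted p = 0.00369), with 38 higher. For both lists the mean log2 CPM overlapped between the groups (two-sided exact permutation test, p = 0.4 for each). Without control 4, TO 2 or TO 3, camera no longer called either of them, with medians down to 0.093 for club and 0.13 for AT2 cells. Myeloid cell genes had the largest median of the 11 lists, 0.57 (camera adjusted p = 5.2e-15), and 47 of 50 were higher in TO. Their mean log2 CPM was higher in each TO lung than in each control lung of Figure 4 (two-sided exact permutation test, p = 0.1 and 0.55 after adjustment over the 11 lists). In edgeR 0 genes of any of the lists had an adjusted p under 0.1 over all genes. Adjusted over the list alone, 0 basal, 2 club, 1 AT2 and 21 myeloid genes had one, and 4, 9, 9 and 22 had an unadjusted p under 0.05. DESeq2 called 0 basal, 1 club, 1 AT2 and 2 myeloid genes in the 6 libraries. The AT2 gene was Lcn2, which the granulocyte and antimicrobial list holds too. Over all 8 libraries the medians were -0.11 for basal, 0.11 for club, 0.051 for AT2 and 0.49 for myeloid cell genes (camera adjusted p = 0.119, 0.0484, 0.0199 and 2.8e-14). The mean log2 CPM of these lists was 5.51, 5.09, 7.01 and 2.50 in control 3 and 5.25, 4.08, 6.07 and 0.28 in TO 1. For the myeloid list the p of the permutation test over 4 TO and 4 control lungs was 1.0, but this does not show that the groups are alike. The depth of TO 1 lowers the mean log2 CPM of the list, since control 3 fell to a median of 1.21 and TO 3 to 1.98 when their read pairs were thinned to that depth, from 2.50 and 2.96.

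Of the other lists, camera called the ciliated cell (median 0.20, adjusted p = 0.00369) and matrix fibroblast genes (median 0.073, adjusted p = 0.00663), and without TO 2 it called neither. With all 8 libraries the matrix fibroblast median was -0.050, while the mean was 0.014 and camera put the list in the direction of the mean. The medians were -0.21 for neuroendocrine, -0.029 for endothelial and 0.012 for lipofibroblast genes, none of them called, and the neuroendocrine and endothelial means were above 0, at 0.070 and 0.011. Krt5 (ENSMUSG00000061527.7), a basal cell marker on chromosome 15 from 101707070 to 101712898, was at 22.3 CPM in control 1, 0.032 CPM in control 2, 1.29 CPM in control 4, 1.59 CPM in TO 2, 0.620 CPM in TO 3 and 24.3 CPM in TO 4. Its log2 fold change of 0.20 (standard error 1.56, adjusted p = 0.993 from edgeR) lay between -2.79 without TO 4 and 3.79 without control 1. Control 1 and TO 4 also had 104 and 106 CPM of Krt13, a keratin gene of esophageal epithelium that was singled out after its values were seen. In control 3 Krt5 was at 0.673 CPM and in TO 1 at 193 CPM, from 56 read pairs. The log2 fold changes of Trp63, Krt14 and Ngfr were 0.31, 0.46 and 0.73, with standard errors of 0.57, 0.43 and 0.42, and that of Trp63 was -0.38 without TO 4. Over all 8 libraries the log2 fold changes were 2.37 for Krt5, 1.25 for Trp63, 1.77 for Krt14 and 0.82 for Ngfr (standard errors 1.81, 0.83, 0.93 and 0.39), with TO 1 at 41.4 CPM of Trp63 from 12 read pairs, 51.8 CPM of Krt14 from 15 and 13.8 CPM of Ngfr from 4. Control 3 had 2.32, 2.22 and 4.30 CPM of these genes. Epcam, an epithelial marker, was at 113 ± 27.9 CPM (SD, n = 3) in TO and 166 ± 12.9 CPM (SD, n = 3) in control lungs, a log2 fold change of -0.55 (standard error 0.17, adjusted p = 0.907 from edgeR), and it was -0.46 over all 8 libraries. From Figure 4E, the paper states that the mRNAs of basal, club/goblet, AT2 and myeloid cells were increased in TO lung.

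**Figure D3:**
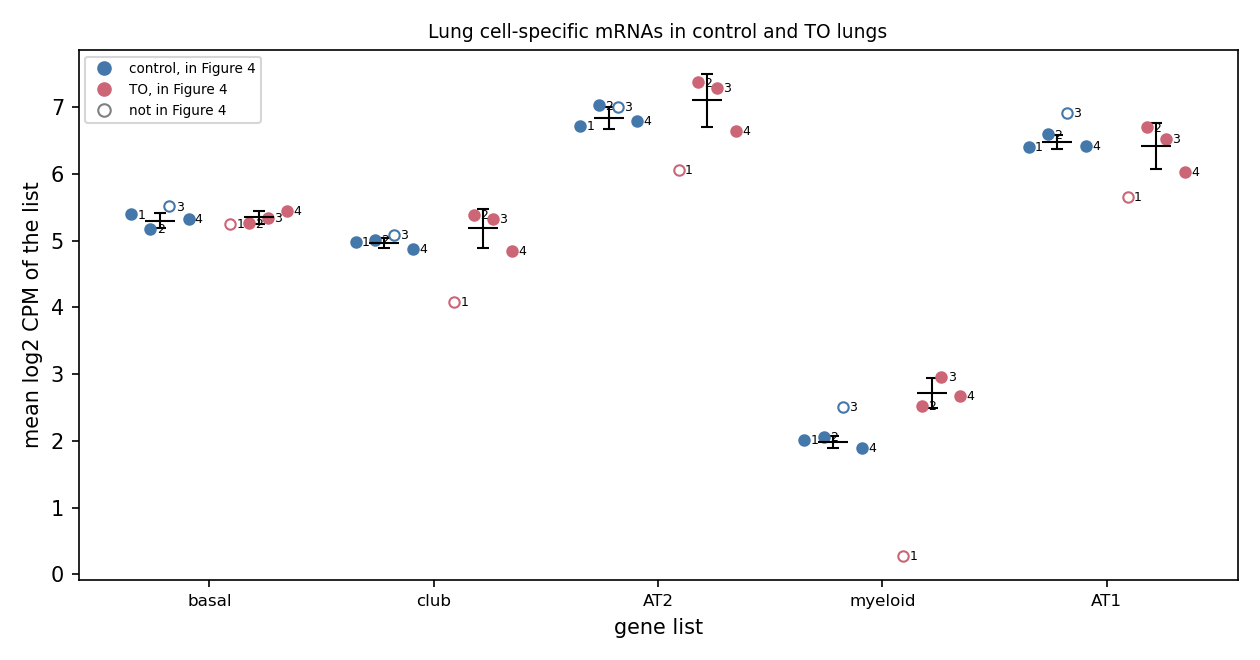
Mean log2 CPM of 5 lung cell-specific lists in each library, with the mean and SD of the 3 control and 3 TO lungs of Figure 4 as bars and the replicate number beside each point. Open points are control 3 and TO 1. For the myeloid list, TO 2 (2.52), TO 3 (2.96) and TO 4 (2.67) lie above controls 1, 2 and 4, while control 3 is at 2.50 and TO 1 at 0.28.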

**Figure 4:**
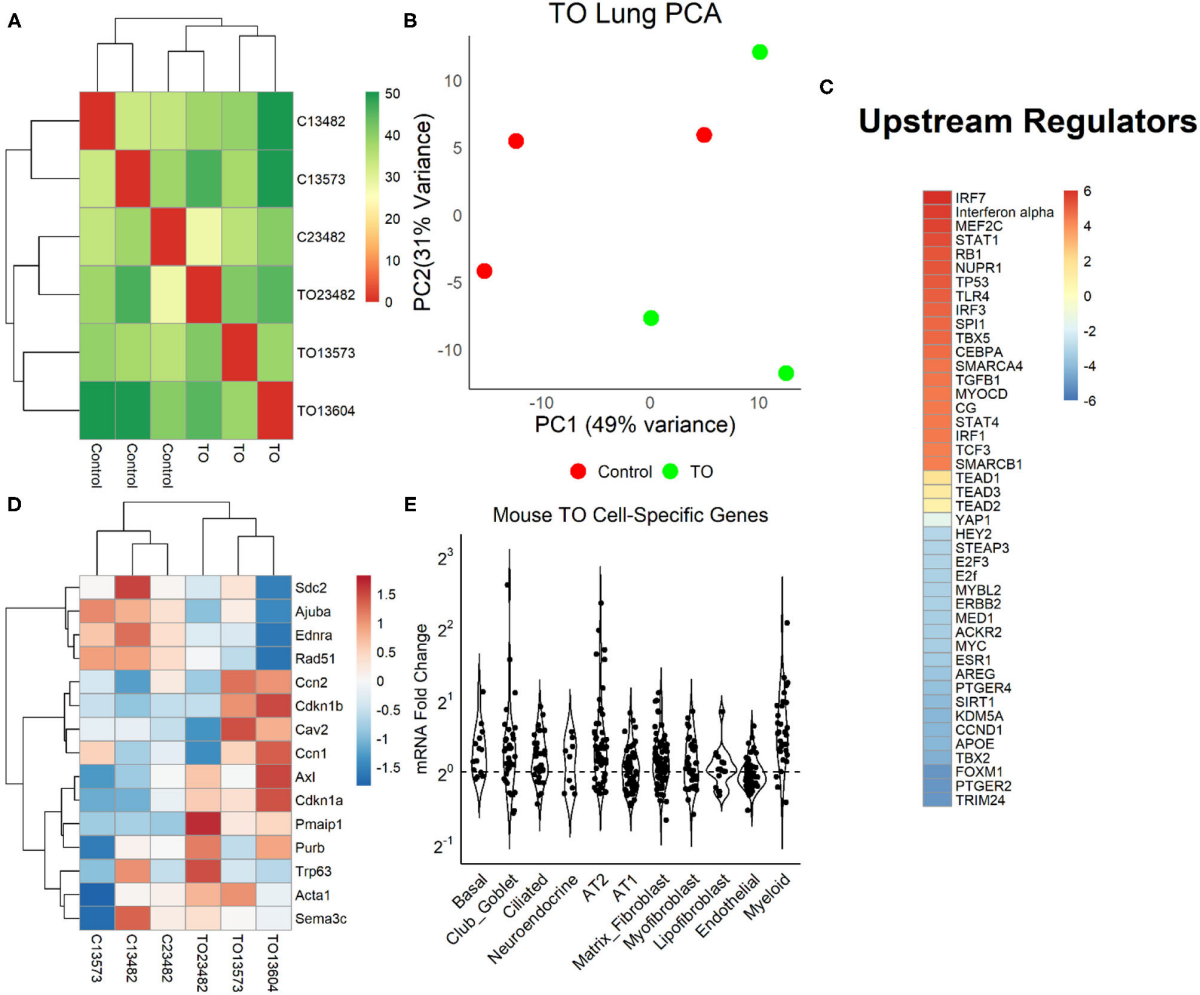
Yap in mouse tracheal occlusion (TO) lung. **(A)** mRNAs from the lungs of three control and three TO fetuses analyzed by mRNA-seq. As assessed by sample distances, TO and control lungs were most similar to one another. **(B)** Principal component plot showing incomplete separation of control from TO specimens. **(C)** Ingenuity Pathway Analysis of upstream regulators of genes that were 2-fold changed between control and TO lungs showing that the regulators with the greatest predicted activation (*red*) were largely related to inflammation and those with the greatest predicted inactivation (*blue*) were mostly related to cell cycle. Yap is transcriptionally inactive when phosphorylated, and non-phosphorylated YAP recruits TEAD factors to response elements. YAP and TEAD factors were not among the top 20 activated and inactivated regulators, but were up- and downregulated consistent with the increased nuclear Yap in TO. **(D)** The mRNA levels of genes known to be regulated by Yap were consistent with the increased nuclear Yap in TO lung specimens. **(E)** Assessment of lung cell-specific mRNAs showing increased basal cell (1.17), club/goblet cell (1.15), AT2 (1.21), and myeloid cell (1.45) mRNAs in TO compared to control lungs.

### Human Tracheal Occlusion Results in Increased Yap and Extension of Basal Cells Distally

To determine whether Yap activation and distal lung basal cell expansion also occurred in human TO, we analyzed lung specimens from two infants who died shortly after birth with congenital high airway obstruction (CHAOS) (gestational ages, 34 and 36 weeks), three infants who died either before or shortly after delivery following FETO for CDH, and two lung specimens of infants who died of non-pulmonary causes at those same ages. All lung specimens had the typical position and spacing of basal cells in the major conducting airways (Figure 5A), and basal cells were not identified apart from these conducting airways in control lung specimens (Figure 5B). CHAOS lung specimens (Figures 5C,D) had clusters of basal cells in the airspaces of the distal lung with Yap-positive nuclei close to these cells. FETO lung specimens (Figures 5E,F) showed expansion of basal cells in the distal airways, although nuclear Yap staining was not prominent. These data are in agreement with the findings in a mouse model of TO with regard to Yap activation and the presence of basal cells in the distal lung airspaces.

**Figure 5:**
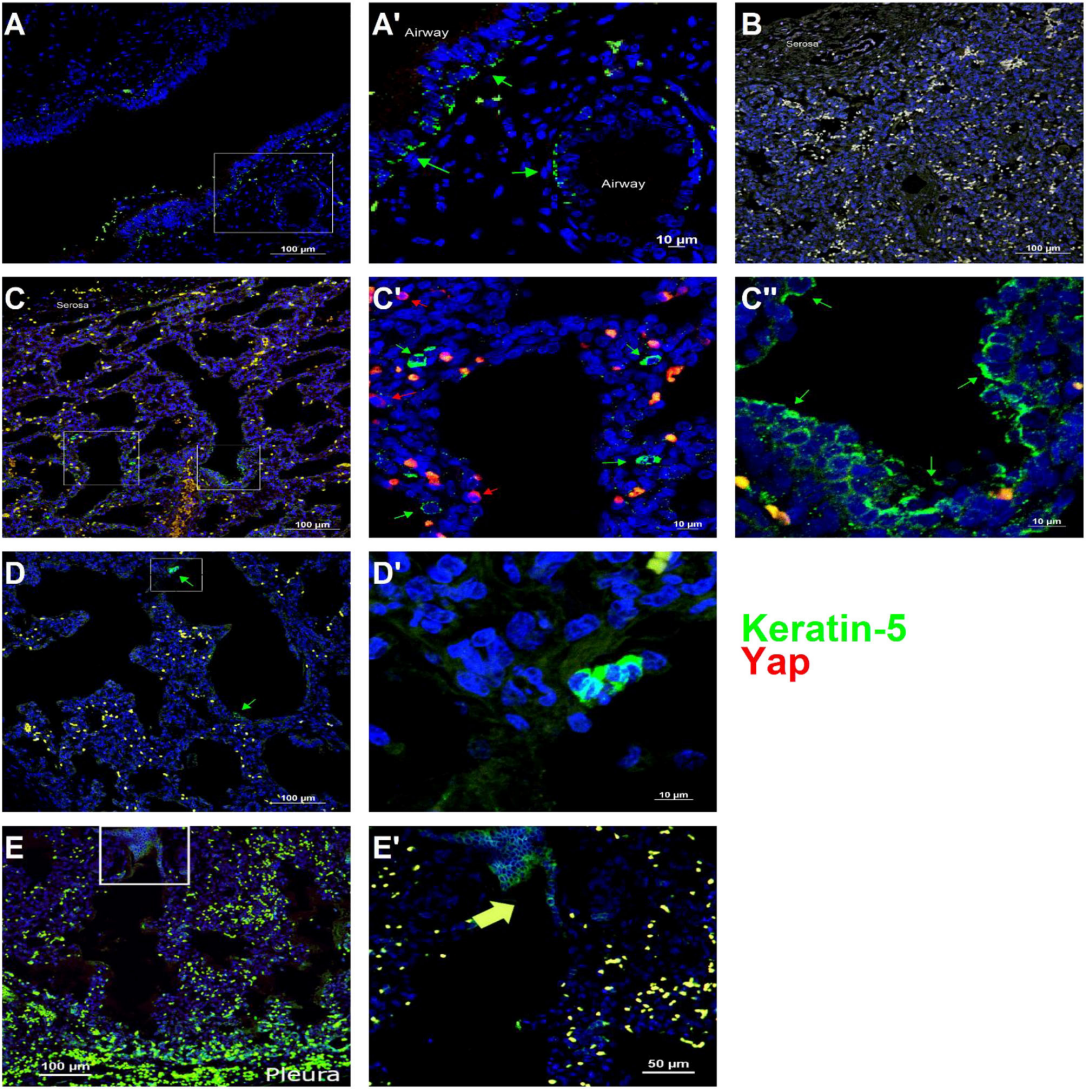
Basal cells are present in the distal lung of infants with congenital high airway obstruction (CHAOS). **(A)** Staining was performed on lung specimens from infants of gestational age 34–36 weeks who died within 48 h of birth with CHAOS, being a human analog to mouse tracheal occlusion. The lungs of both CHAOS and control infants had keratin-5-positive cells (*green arrows*) beneath the pseudostratified epithelium of the large conducting airways. **(B)** The subpleural lung of control specimens had no keratin-5-positive cells. **(C)** CHAOS lung had regions with clusters of keratin-5-positive cells. None of these cells were Yap-positive (*red arrows*), although cells containing both cytoplasmic and nuclear Yap were observed near keratin-5-positive cells. **(D)** Another CHAOS lung specimen showing clusters of keratin-5-positive cells just below the pleura. **(E)** Specimen of an infant with congenital diaphragmatic hernia treated with fetal endoscopic tracheal occlusion who died shortly after birth. In airways just below the pleura, clusters of keratin-5-positive basal cells can be identified. **(A′)**, Magnified Image of A; **(C′)**, Magnified Image of C-box 1; **(C″)**, Magnified Image of C-box 2; **(D′)**, Magnified Image of D; **(E′)**, Magnified Image of E.

## Discussion

This is the first study to show changes in the distribution of lung cell populations in response to FETO and is also the first to study the role of a specific signaling cascade in TO. While the role of Yap in specifying lung epithelial cell populations is well established, this study is the first to show its relevance in human lung development. To the best of our knowledge, this is also the first study using transgenic mice as fetal TO models. To date, animal studies have been hampered by the need to use large animal models that are less amenable to genetic manipulation. The development of a minimally invasive mouse TO model (12) allowed us to use a lung epithelial cell-specific deletion of Yap to mechanistically examine its role in the observed expansion of basal cells in TO mouse lung.

Yap has well-established roles in defining the proximal conducting airway epithelium in early lung development (15) and in maintaining lung basal cells in more mature lung (28). In the distal lung epithelium, cytoplasmic Yap plays an important role in AT2 cell and eventual AT1 cell differentiation. Failure of Yap to undergo nuclear–cytoplasmic shuttling (i.e., sequestered in the nucleus) leads to the disorganization of the conducting airway epithelium without evidence of increased proliferation and with evidence of ectopic AT2 and AT1 cell markers (17). However, Yap has also been recently shown to mediate AT1-to-AT2 cell conversion with an important role in post-injury repair (29). Mst1 and Mst2 phosphorylate Yap, leading to cytoplasmic sequestration. *Mst1* and *Mst2* deletion also impairs the differentiation of conducting airway epithelial cells, but increases the proliferation of these undifferentiated epithelial cells (14). In the study of Lange et al. increased total and nuclear Yap led to the expansion of lung basal cells at the expense of club cells. We did not observe any increases in AT1, as previously described in mice with deletions of *Lats1* and *Lats2* (which are downstream of *Mst1* and *Mst2*, also leading to increased nuclear Yap) and in a recent study of *ex vivo* inflation of fetal mouse lungs (30). 

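In the mRNA-seq of mouse TO lungs, the 65 AT1 genes of Supplementary Table 1 had a median log2 fold change of -0.0045 in the 6 libraries of Figure 4, with 31 higher in TO (camera adjusted p = 0.0781). The median was -0.13 without TO 2 and 0.18 without TO 4, and camera called the list in opposite directions in these cases. Over all 8 libraries the median was -0.25 (camera adjusted p = 2.9e-09), with control 3 at a mean log2 CPM of 6.91 and TO 1 at 5.65 (two-sided exact permutation test, p = 0.257).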

Interestingly, ectopic p63-positive cells were observed in *Mst1*- and *Mst2*-deficient mice (16). Our finding that a TO-mediated increase in nuclear Yap mediates the expansion of the lung basal cell population is largely consistent with the literature on the role of Yap in lung epithelial cell differentiation and function, with discrepant findings likely attributable to the differences in the five models (constitutive nuclear Yap, *Mst1* and *Mst2* deletion, *Lats1* and *Lats2* deletion, *ex vivo* lung inflation, and TO with lung epithelial cell Yap deletion).

Clinically, little is known about the post-FETO lungs of infants with CDH. While FETO improves the survival of fetuses with the most severe forms of CDH (1), impaired lung function is a substantial problem in survivors. The importance of basal cell clusters in the distal lung is also unclear. Basal cells or basal cell progenitors have been shown to be contributors to distal lung regeneration following influenza infection (28), and keratin-14-positive cell “pods” can be identified in normal and regenerating adult distal lungs (31). Increased percentages of basal cells are associated with several non-malignant pulmonary diseases when assessed by single-cell mRNA-seq (32). Our studies are not comprehensive enough to describe when keratin-14-positive pods may appear in the human lung as we did not observe any in control lung specimens. Whether these cells persist or are adaptive or deleterious in the context of subsequent lung injury can now be assessed by removal of the tracheal ligature at E17.5 with subsequent parturition and raising of post-TO mice (33).

Although we focused on Yap and basal cells, our bioinformatic data suggest that other signaling cascades are more significantly impacted than this one. The most notable difference between TO and control mouse lungs was the increased inflammation in TO lung. The role of different lung resident macrophages in lung development is being increasingly appreciated (34), and how TO alters the relative abundance and activity of these populations is likely important in post-TO lung. TO lung also has activation of several cardiac and skeletal muscle-related pathways. This could be from three non-exclusive sources: lung myofibroblasts, vascular smooth muscle cells, and airway smooth muscle cells. 

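Of 20 skeletal muscle genes listed before the data were examined, 16 entered the mean log2 CPM of the list. It was 2.35, 1.78 and 2.70 in TO 2, 3 and 4 and 1.63, -0.34 and 1.13 in controls 1, 2 and 4. Each TO lung was thus above each control lung of Figure 4 (two-sided exact permutation test, p = 0.1 and 0.917 after adjustment over 11 lists). Control 3 was at 0.24 and TO 1 at 3.97, and over all 8 libraries the p of the same permutation test was 0.0286, the smallest that 4 against 4 allow, and 0.314 after adjustment over 11 lists of source tissues. Acta1, a skeletal muscle actin gene, was at 721 CPM in TO 1 and between 2.05 and 55.4 CPM in the other 7 libraries.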

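In the 6 libraries the 41 myofibroblast genes of Supplementary Table 1 had a median log2 fold change of 0.057 (camera adjusted p = 0.413), with 22 higher in TO, and the median was -0.035 without TO 2 and -0.071 with all 8 libraries. The mean log2 CPM of a list of 12 smooth muscle genes, among them Acta2 and Myh11, was 0.087 higher in TO than in control lungs (two-sided exact permutation test, p = 0.9). Control 3 was at 5.80 and TO 1 at 4.72, and over all 8 libraries the difference, TO minus control, was -0.20 (two-sided exact permutation test, p = 0.571).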

Lung mesenchymal cells in general and lung myofibroblasts in particular play an important role in saccular and alveolar lung development (35, 36). Pulmonary vascular pruning, vascular smooth muscle hypertrophy, and pulmonary hypertension are substantial problems for infants with CDH (2). In rabbit models of CDH and TO, TO enhanced lung perfusion (37) and reduced arterial wall thickness after surgical diaphragmatic hernia (38). The potential impact of TO in airway smooth muscle hypertrophy and lung fibroblast populations merits further investigation, which is now more achievable with mouse TO models. Furthermore, TGF-β has been consistently reported as increased after TO in rabbit and ovine models (7, 9, 10), and our study shows this to be true in the mouse model as well. 

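In the mRNA-seq, Tgfb1 (ENSMUSG00000002603.15), on chromosome 7 from 25687002 to 25705077, was at 53.2 ± 12.8 CPM (SD, n = 3) in TO and 57.1 ± 9.45 CPM (SD, n = 3) in control lungs of Figure 4, with 48.9 CPM in control 3 and 48.3 CPM in TO 1. Its log2 fold change was -0.10 (standard error 0.19, adjusted p = 0.970 from edgeR) over the 6 libraries, -0.066 over all 8, 0.0056 without control 2 and 0.012 without TO 3. A list of 20 TGF-beta response genes had a median log2 fold change of 0.070 (camera adjusted p = 0.266; two-sided exact permutation test, p = 0.1), with 10 genes higher in TO. Over all 8 libraries its median was -0.063 (camera adjusted p = 0.364), with control 3 at a mean log2 CPM of 7.93 and TO 1 at 7.22. For the mouse mRNA-seq the paper names TGFB1 among upstream regulators predicted from genes changed 2-fold. The level of Tgfb1 mRNA measures neither that predicted activity nor the protein.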

While caution is required when making cross-species comparisons (9), consistent findings across multiple studies should provide confidence that the observed alterations are likely operative in humans.

Several study limitations are noted. For the quantification of the lung cell populations in fetal rabbit lungs, quantitative image analysis of lung sections is subject to measurement errors due to differences in tissue sections, sectioning plane, and imaging plane. The staining of all sections together and imaging, thresholding, and quantification using identical settings somewhat mitigate these concerns, and the correlation of image analysis and mRNA data provides confidence with regard to the relative changes in cell populations between experimental groups. However, the comparison of the relative abundance of one cell population to another should be made with caution. We quantified only the relative percentage of basal cells in TO lungs. This is relevant because hypercellularity is known to occur following TO (9, 12). We did not determine whether there were increased quantities of basal cell-associated mRNAs and proteins in TO basal cells, or if this increased expression was due solely to an increased number of basal cells. We did not explore the impact of TO on mesenchymal or immune cells, although these signatures were more highly altered than that of Yap and basal cells. Of particular note, we did not deeply investigate or differentiate changes in gene expression that may have arisen from the pulmonary vasculature, which is known to be impacted by both CDH and TO (38). Finally, we could not obtain any lung tissues to directly assess basal cells in post-TO human lung, but we were able to secure a small number of specimens from infants with congenital occlusion of the trachea. Development of a biobank for CDH and FETO-treated lung specimens of expired infants would greatly enhance the translatability of animal work being done in this area.

In summary, we have shown that Yap mediates the expansion of the basal cell population in mouse and human lungs in response to tracheal occlusion.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: GSE184865, https://www-ncbi-nlm-nih-gov.ezproxy.u-pec.fr/geo/query/acc.cgi?acc=GSE184865.

## Ethics Statement

The animal study was reviewed and approved by Cincinnati Children's Hospital Medical Center, IACUC 2019-0034.

## Author Contributions

VS, CS, RJ, EA, and BV contributed to the conception and design of the study. EA, MO, MM, and JP all developed the assays and surgical techniques and identified clinical specimens required for the study. BV wrote the first draft of the manuscript. All authors contributed to manuscript revision, read, and approved the submitted version.

## Funding

Funding was obtained from NIH/NHLBI R01HL141229 (to BV).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Fetal Tracheal Occlusion Increases Lung Basal Cells via Increased Yap Signaling
**Source:** Front Pediatr. 2022 Feb 22;9:780166. doi: 10.3389/fped.2021.780166
**Supplement:** Supplementary file 1

# Fetal Tracheal Occlusion Increases Lung Basal Cells via Increased Yap Signaling

## SUPPLEMENTAL MATERIAL

### *PCR Validation of Fetal Rabbit Lung mRNA-Seq Cell-Specific mRNAs*

We quantified the mRNA levels of several cell-specific mRNAs in Control, CDH, TO, and CDHTO fetal rabbit lung. In general, the data showed good correlation of the cell-specific mRNAs with one another, a reduction in ciliated cell mRNAs, and increased basal cell and alveolar type 1 cell mRNAs (Supplemental Figure 1).

# Lung Epithelial Cell-Specific Genes

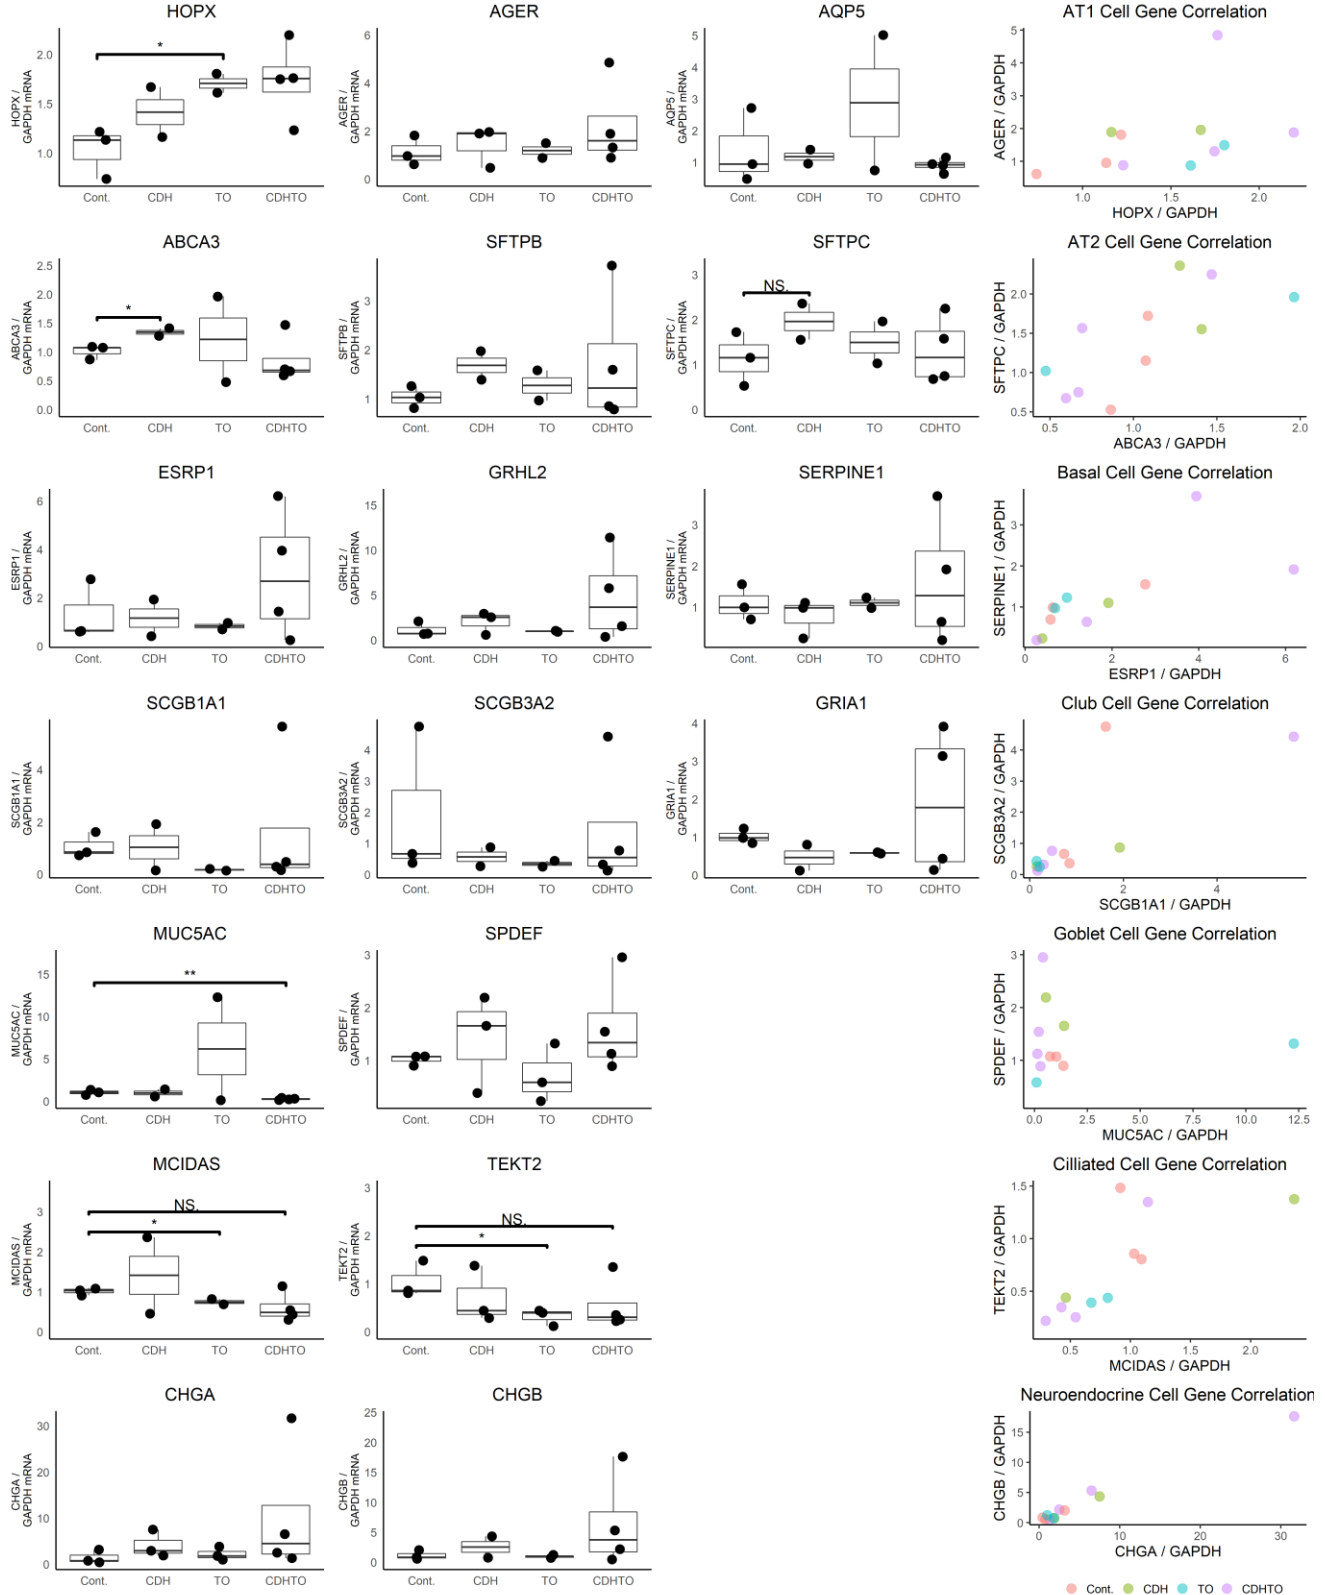

Cont. CDH TO CDHTO

Supplemental Figure 1: PCR quantification of cell-specific mRNAs in Fetal Rabbit lung. PCR for the AT1 cell markers Homeodomain-only protein homeobox (HOPX), Advanced Glycosylation End-products Receptor (AGER), and Aquaporin 5 (AQP5), the AT2 cell markers ATP Binding Cassette Subfamily A Member 3 (ABCA3), Surfactant Protein B (SFTPB), and SFTPC, the basal cell markers Epithelial Splicing Regulatory Protein 1 (ESRP1), Grainyhead Like Transcription Factor 2 (GHRL2), and Serpin Family E Member 1 (SERPINE1), the club cell markers Secretoglobin Family 1A Member 1 (SCGB1A1), SCGB3A2, and Glutamate Ionotropic Receptor AMPA Type Subunit 1 (GRIA1), the ciliated cell markers Multiciliate Differentiation And DNA Synthesis Associated Cell Cycle Protein (MCIDAS), and Tektin 2 (TEKT2), and the neuroendocrine cell markers Chromogranin A (CHGA) and CHGB were generally consistent with mRNA-seq data showing increased AT1 and basal cell mRNAs and decreased ciliated cell mRNAs.

***Cell-specific Genes***

Genes in Supplemental Table 1 were used for deconvolution of bulk mRNA-seq data.

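The table gives 11 lists of gene symbols. In its text copy the columns are shifted by one from data row 17 on, after the last entry of the neuroendocrine list, and the lists were realigned from that row. Of 36 basal entries 29 genes of the count files could be matched, of 43 club entries 40, of 70 AT2 entries 53, of 62 myeloid entries 51 and of 68 AT1 entries 65. Entries that matched no gene, or more than 1, were left out.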

Supplemental Table 1: Cell-Specific Genes

### ***Mouse TO mRNA-Seq Gene Set Enrichment Analysis***

Significantly different, 2-fold upregulated, and 2-fold downregulated DEGs were analyzed in ToppGene to identify key pathways and processes as described in Supplemental Figure 2.

Supplemental Figure 2: Gene Set Enrichment Analysis of DEGs in Mouse T0

## Primers Used for Cell-Specific mRNAs in Rabbit Lung

The primers in Supplemental Table 3 were used with SybrGreen RT-PCR to quantify cell-specific mRNAs.

**Supplemental Table 3: Primers for Quantification of Rabbit Lung-Cell Specific mRNAs**

| <u>Primer</u>            | <u>Target</u> | <u>Orientation</u> | <u>Sequence</u>         |
|--------------------------|---------------|--------------------|-------------------------|
| rGAPDH(812-1283)mRNA-F   | GAPDH         | Forward            | CCTGGAGAAAGCTGCTAAGT    |
| rGAPDH(812-1283)mRNA-R   | GAPDH         | Reverse            | CGTTGCTGTGCGAGACTTTATTG |
| rABCA3(1416-1755)mRNA-F  | ABCA3         | Forward            | CAGAGCCATCATGCACATATCA  |
| rABCA3(1416-1755)mRNA-R  | ABCA3         | Reverse            | TTCACCTTGACGCAGAAGAG    |
| rSFTPC(112-414)mRNA-F    | SFTPC         | Forward            | TGCACCTCAAACGTCTTCTC    |
| rSFTPC(112-414)mRNA-R    | SFTPC         | Reverse            | GCTGTCTGGAGCCATCTTC     |
| rSFTPB(1097-14651)mRNA-F | SFTPB         | Forward            | CATCCAAAGCCCTCACTTCT    |
| rSFTPB(1097-1461)mRNA-R  | SFTPB         | Reverse            | CCAGCCTCTCTCTTCTGTATTT  |
| rHOPX(213-481)mRNA-F     | HOPX          | Forward            | TGGAGATCCTGGAGTACAAC    |
| rHOPX(213-481)mRNA-R     | HOPX          | Reverse            | CACAGCATTACACTGCCAAAC   |
| rAGER(1285-1533)mRNA-F   | AGER          | Forward            | CCCTAGTACCTGAAGGACTCTT□ |
| rAGER(1285-1533)mRNA-R   | AGER          | Reverse            | GTGATGTTCTGACCACCTACTG  |
| rAQP5(1208-1472)mRNA-F   | AQP5          | Forward            | CACTGCTGGTACCACCTTATT   |
| rAQP5(1208-1472)mRNA-R   | AQP5          | Reverse            | CCTGCCTCATCTTCTTTCTT    |
| rMCIDAS(1713-1976)mRNA-F | MCIDAS        | Forward            | TGTGTGCTCTCAGCTACTTATG  |
| rMCIDAS(1713-1976)mRNA-R | MCIDAS        | Reverse            | CAACTTCCTTAGGTTCCCTCTC  |
| rTEKT2(378-578)mRNA-F    | TEKT2         | Forward            | GGACAAGTGTCTGACGGATTTA  |
| rTEKT2(378-578)mRNA-R    | TEKT2         | Reverse            | CGATGACCTCCACCTCTTTATG  |
| rSPDEF(1068-1416)mRNA-F  | SPDEF         | Forward            | CACCTGGACATCTGGAAATCA   |
| rSPDEF(1068-1416)mRNA-R  | SPDEF         | Reverse            | CTTTCGGATGATGCCCTTCT    |
| rMUC5AC(903-1216)mRNA-F  | MUC5AC        | Forward            | CTCCAACACCATTCCTCCAA    |
| rMUC5AC(903-1216)mRNA-R  | MUC5AC        | Reverse            | GCCAAACACAGGCACAATC     |
| rMUC5B(929-1179)mRNA-F   | MUC5B         | Forward            | CCTAAGCTGTGCACCTACAA    |
| rMUC5B(929-1179)mRNA-R   | MUC5B         | Reverse            | TTTCGTTGGGCTGGATGAG     |
| rSCGB1A1(121-324)mRNA-F  | SCGB1A1       | Forward            | CGAGATTTGCACACGTCATTG   |
| rSCGB1A1(121-324)mRNA-R  | SCGB1A1       | Reverse            | CTACATACACAGTGGGCTCTTC  |
| rSCGB3A2(160-414)mRNA-F  | SCGB3A2       | Forward            | ACTCTGCTATTGCCTTCTTATT  |
| rSCGB3A2(160-414)mRNA-R  | SCGB3A2       | Reverse            | CTGTCTTTCTCTCCCTGATGTT  |
| rGRIA1(3811-4084)mRNA-F  | GRIA1         | Forward            | CACAGGTGGTACGGTGTATTT   |
| rGRIA1(3811-4084)mRNA-R  | GRIA1         | Reverse            | CACTGAGCTTGCATAGCATTTTC |
| rGRHL2(2567-2871)mRNA-F  | GRHL2         | Forward            | CGTCCCAAAGAGCCTGATAAA   |
| rGRHL2(2567-2871)mRNA-R  | GRHL2         | Reverse            | AGTAAACACGCCACATACC     |
| rSERPINE1(477-741)mRNA-F | SERPINE1      | Forward            | CCTGGAACAAGGATGAGATCAG  |
| rSERPINE1(477-741)mRNA-R | SERPINE1      | Reverse            | CGTTGAAGTAGAGGGCATTCA   |
| rESRP1(1540-1767)mRNA-F  | ESRP1         | Forward            | GGCTGCACAGAAGTGTCATA    |
| rESRP1(1540-1767)mRNA-R  | ESRP1         | Reverse            | AAAGCACAGAGGGCTGATAAA   |
| rCHGA(1686-1909)mRNA-F   | CHGA          | Forward            | TCTCGACCCTGGAATATCCTT□  |
| rCHGA(1686-1909)mRNA-R   | CHGA          | Reverse            | CGAAGAGCCCAGAACAGATTTA  |
| rCHGB(1769-2254)mRNA-F   | CHGB          | Forward            | GGAAAGAGCAGGACAGAGATTAC |
| rCHGA(1769-2254)mRNA-R   | CHGA          | Reverse            | GGAATCGTAGAAGTCGGGAAAC  |

## REFERENCES

- Al-Maary J, Eastwood MP, Russo FM, Deprest JA, Keijzer R. 2016. Fetal Tracheal Occlusion for Severe Pulmonary Hypoplasia in Isolated Congenital Diaphragmatic Hernia: A Systematic Review and Meta-analysis of Survival. *Annals of Surgery* **264**:929–933. doi:10.1097/SLA.0000000000001675
- Aydin E, Joshi R, Oria M, Varisco BM, Lim FY, Peiro JL. 2018. Fetal tracheal occlusion in mice: a novel transuterine method. *The Journal of surgical research* **229**:311–315. doi:10.1016/j.jss.2018.04.028
- Aydin E, Joshi R, Oria M, Lim F-Y, Varisco BM, Peiro JL. 2021a. Transuterine Fetal Tracheal Occlusion Model in Mice. *JoVE (Journal of Visualized Experiments)* e61772. doi:10.3791/61772
- Aydin E, Torlak N, Yildirim A, Bozkurt EG. 2021b. Reversible Fetal Tracheal Occlusion in Mice: A Novel Minimal Invasive Technique. *Journal of Surgical Research* **260**:278–283. doi:10.1016/j.jss.2020.11.080
- Boucherat O, Benachi A, Chailley-Heu B, Franco-Montoya ML, Elie C, Martinovic J, Bourbon JR. 2007. Surfactant maturation is not delayed in human fetuses with diaphragmatic hernia. *PLoS medicine* **4**:e237. doi:10.1371/journal.pmed.0040237
- Chapin CJ, Ertsey R, Yoshizawa J, Hara A, Sbragia L, Greer JJ, Kitterman JA. 2005. Congenital diaphragmatic hernia, tracheal occlusion, thyroid transcription factor-1, and fetal pulmonary epithelial maturation. *American journal of physiology Lung cellular and molecular physiology* **289**:L44–52. doi:10.1152/ajplung.00342.2004
- Chen J, Bardes EE, Aronow BJ, Jegga AG. 2009. ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. *Nucleic Acids Research* **37**:W305–11. doi:10.1093/nar/gkp427
- Coughlin MA, Werner NL, Gajarski R, Gadepalli S, Hirschl R, Barks J, Treadwell MC, Ladino-Torres M, Kreutzman J, Mychaliska GB. 2015. Prenatally diagnosed severe CDH: mortality and morbidity remain high. *Journal of pediatric surgery*. doi:10.1016/j.jpedsurg.2015.10.082
- Cruz-Martinez R, Moreno-Alvarez O, Prat J, Krauel L, Tarrado X, Castanon M, Hernandez-Andrade E, Albert A, Gratacos E. 2009. Lung tissue blood perfusion changes induced by in utero tracheal occlusion in a rabbit model of congenital diaphragmatic hernia. *Fetal diagnosis and therapy* **26**:137–42. doi:10.1159/000254485
- Davey MG, Biard JM, Robinson L, Tsai J, Schwarz U, Danzer E, Adzick NS, Flake AW, Hedrick HL. 2005. Surfactant protein expression is increased in the ipsilateral but not contralateral lungs of fetal sheep with left-sided diaphragmatic hernia. *Pediatric pulmonology* **39**:359–67. doi:10.1002/ppul.20175
- Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. 2013. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**:15–21. doi:10.1093/bioinformatics/bts635
- Dobrinskikh E, Al-Juboori SI, Oria M, Reisz JA, Zheng C, Peiro JL, Marwan AI. 2020. Heterogeneous Response in Rabbit Fetal Diaphragmatic Hernia Lungs After Tracheal Occlusion. *J Surg Res* **250**:23–38. doi:10.1016/j.jss.2019.12.025
- Du Y, Guo M, Whitsett JA, Xu Y. 2015. “LungGENS”: a web-based tool for mapping single-cell gene expression in the developing lung. *Thorax* ePub ahead of print. doi:10.1136/thoraxjnl-2015-207035
- Endale M, Ahlfeld S, Bao E, Chen X, Green J, Bess Z, Weirauch MT, Xu Y, Perl AK. 2017. Temporal, spatial, and phenotypical changes of PDGFR $\alpha$  expressing fibroblasts during late lung development. *Developmental biology*. doi:10.1016/j.ydbio.2017.03.020
- Engels AC, Brady PD, Kammoun M, Finalet Ferreira J, DeKoninck P, Endo M, Toelen J, Vermeesch JR, Deprest J. 2016. Pulmonary transcriptome analysis in the surgically induced rabbit model of diaphragmatic hernia treated with fetal tracheal occlusion. *Disease models & mechanisms* **9**:221–8. doi:10.1242/dmm.021626
- Harrison MR, Jester JA, Ross NA. 1980. Correction of congenital diaphragmatic hernia in utero. I. The model: intrathoracic balloon produces fatal pulmonary hypoplasia. *Surgery* **88**:174–82.
- Joshi R, Liu S, Brown MD, Young SM, Batie M, Kofron JM, Xu Y, Weaver TE, Apsley K, Varisco BM. 2016. Stretch regulates expression and binding of chymotrypsin-like elastase 1 in the postnatal lung. *FASEB journal : official publication of the Federation of American Societies for Experimental Biology* **30**:590–600. doi:10.1096/fj.15-277350
- Kassambara A. 2020. ggpubr: Publication Ready Plots - Articles - STHDA. <http://www.sthda.com/english/articles/24-ggpubr-publication-ready-plots/>
- Kassambara A. 2020. rstatix: Pipe-Friendly Framework for Basic Statistical Tests.
- Krämer A, Green J, Pollard J, Tugendreich S. 2014. Causal analysis approaches in Ingenuity Pathway Analysis. *Bioinformatics* **30**:523–530. doi:10.1093/bioinformatics/btt703
- Lange AW, Sridharan A, Xu Y, Stripp BR, Perl AK, Whitsett JA. 2015. Hippo/Yap signaling controls epithelial progenitor cell proliferation and differentiation in the embryonic and adult lung. *J Mol Cell Biol* **7**:35–47. doi:10.1093/jmcb/mju046
- Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology* **15**:550. doi:10.1186/s13059-014-0550-8
- Mahoney JE, Mori M, Szymaniak AD, Varelas X, Cardoso WV. 2014. The hippo pathway effector Yap controls patterning and differentiation of airway epithelial progenitors. *Developmental cell* **30**:137–50. doi:10.1016/j.devcel.2014.06.003
- Meng Z, Moroishi T, Guan KL. 2016. Mechanisms of Hippo pathway regulation. *Genes & development* **30**:1–17. doi:10.1101/gad.274027.115
- Nantie LB, Young RE, Paltzer WG, Zhang Y, Johnson RL, Verheyden JM, Sun X. 2018. Lats inactivation reveals hippo function in alveolar type I cell differentiation during lung transition to air breathing. *Development (Cambridge, England)*. doi:10.1242/dev.163105
- Nguyen TM, van der Merwe J, Elowsson Rendin L, Larsson-Callertfelt A-K, Deprest J, Westergren-Thorsson G, Toelen J. 2021. Stretch increases alveolar type 1 cell number in fetal lungs through ROCK-Yap/Taz pathway. *Am J Physiol Lung Cell Mol Physiol* **321**:L814–L826. doi:10.1152/ajplung.00484.2020
- Peiro JL, Oria M, Aydin E, Joshi R, Cabanas N, Schmidt R, Schroeder C, Marotta M, Varisco BM. 2018. Proteomic profiling of tracheal fluid in an ovine model of congenital diaphragmatic hernia and fetal tracheal occlusion. *Am J Physiol Lung Cell Mol Physiol*

**315**:L1028–L1041. doi:10.1152/ajplung.00148.2018

- Penkala IJ, Liberti DC, Pankin J, Sivakumar A, Kremp MM, Jayachandran S, Katzen J, Leach JP, Windmueller R, Stolz K, Morley MP, Babu A, Zhou S, Frank DB, Morrissey EE. 2021. Age-dependent alveolar epithelial plasticity orchestrates lung homeostasis and regeneration. *Cell Stem Cell*. doi:10.1016/j.stem.2021.04.026
- Prat Ortells J, Albert A, Tarrado X, Krauel L, Cruz R, Moreno-Alvarez O, Fuste V, Castanon M. 2014. Airway and vascular maturation stimulated by tracheal occlusion do not correlate in the rabbit model of diaphragmatic hernia. *Pediatric research* **75**:487–92. doi:10.1038/pr.2013.244
- R Core Team. 2019. R: A Language and Environment for Statistical Computing. Vienna, Austria: R Foundation for Statistical Computing.
- Riccetti M, Gokey JJ, Aronow B, Perl A-KT. 2020. The elephant in the lung: Integrating lineage-tracing, molecular markers, and single cell sequencing data to identify distinct fibroblast populations during lung development and regeneration. *Matrix Biol*. doi:10.1016/j.matbio.2020.05.002
- Soldt BJ van, Qian J, Li J, Tang N, Lu J, Cardoso WV. 2019. Yap and its subcellular localization have distinct compartment-specific roles in the developing lung. *Development* **146**. doi:10.1242/dev.175810
- Tan SY, Krasnow MA. 2016. Developmental origin of lung macrophage diversity. *Development (Cambridge, England)* **143**:1318–27. doi:10.1242/dev.129122
- Varisco BM, Sbragia L, Chen J, Scorletti F, Joshi R, Wong HR, Lopes-Figueira R, Oria M, Peiro J. 2016. Excessive Reversal of Epidermal Growth Factor Receptor and Ephrin Signaling Following Tracheal Occlusion in Rabbit Model of Congenital Diaphragmatic Hernia. *Mol Med* **22**. doi:10.2119/molmed.2016.00121
- Vaughan AE, Brumwell AN, Xi Y, Gotts JE, Brownfield DG, Treutlein B, Tan K, Tan V, Liu FC, Looney MR, Matthay MA, Rock JR, Chapman HA. 2015. Lineage-negative progenitors mobilize to regenerate lung epithelium after major injury. *Nature* **517**:621–5. doi:10.1038/nature14112
- Vuckovic A, Herber-Jonat S, Flemmer AW, Ruehl IM, Votino C, Segers V, Benachi A, Martinovic J, Nowakowska D, Dzieniecka M, Jani JC. 2016. Increased TGF-beta: a drawback of tracheal occlusion in human and experimental congenital diaphragmatic hernia? *American journal of physiology Lung cellular and molecular physiology* **310**:L311–27. doi:10.1152/ajplung.00122.2015
- Yang Y, Riccio P, Schotsaert M, Mori M, Lu J, Lee DK, Garcia-Sastre A, Xu J, Cardoso WV. 2018. Spatial-Temporal Lineage Restrictions of Embryonic p63(+) Progenitors Establish Distinct Stem Cell Pools in Adult Airways. *Developmental cell* **44**:752–761.e4. doi:10.1016/j.devcel.2018.03.001
- Zuo W, Rostami MR, Shenoy SA, LeBlanc MG, Salit J, Strulovici-Barel Y, O’Beirne SL, Kaner RJ, Leopold PL, Mezey JG, Schymeinsky J, Quast K, Visvanathan S, Fine JS, Thomas MJ, Crystal RG. 2020. Cell-specific expression of lung disease risk-related genes in the human small airway epithelium. *Respiratory Research* **21**:200. doi:10.1186/s12931-020-01442-9

How the deposited data were processed for this re-analysis (not part of the article)

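Whole lungs of mouse fetuses were collected at E18.5, after occlusion of the trachea at E16.5 in the TO group. RNA of 4 control and 4 TO lungs was made into NexteraXT libraries by the authors and sequenced as 150-bp read pairs. The authors aligned the reads to GRCm38 with STAR, and the deposited values are raw counts of read pairs per gene, without normalization or filter, with 1 column for both strands together and 1 for each strand. No other processing of the counts by the authors is part of the deposited values. The paper's text names neither the version of STAR nor the annotation. Of 55385 gene IDs, 54487 are identical, version included, to those of GENCODE M21 and 55144 match without the version, and symbols, coordinates and GC content were taken from that release.

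Figure 4 of the paper shows 3 control and 3 TO lungs. Its specimen names identify them as controls 1, 2 and 4 and TO 2, 3 and 4, and these 6 libraries were used for the values given first at each claim. Control 3 and TO 1 were added in a second analysis of all 8 libraries. Read pairs counted on genes numbered 270078 in TO 1 and 22822261 to 35002061 in the other libraries. Of all read pairs, 3.31% to 3.82% were unmapped, 3.76% to 4.28% aligned to several places, 9.64% to 14.9% fell on no gene and 5.00% to 5.74% on more than 1 gene, and mitochondrial genes held 1.11% to 2.33% of the counts on genes. Genes with at least 1 count numbered 14476 in TO 1. The reads carry no molecular identifiers, so counting error is only part of the error of each value, and no interval was given for single counts.

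Genes with at least 5 reads in 3 or more libraries were tested, as the paper's results word the filter, 21859 genes in the 6 libraries and 22545 in all 8. Calculations were made in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and figures in Python 3.11.15. TO was compared with control by the quasi-likelihood test of edgeR after TMM scaling, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.1, the paper's. The standard errors given for edgeR were derived from its test, as the log2 fold change without sign over the square root of the F statistic. The CPM of each library, and the mean log2 CPM of each list, were computed with TMM factors of all 8 libraries and, on the log2 scale, a prior count of 2. With factors of the 6 libraries alone, the exact permutation p was 0.7 in place of 0.6 for the basal list and 0.3 in place of 0.2 for the cell cycle list. No exact permutation p can be below 0.1 for 3 against 3, or below 0.0286 for 4 against 4 in a two-sided test.

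Gene lists were tested with camera of limma, at a preset correlation between genes of 0.01, and a list was called at an adjusted p under 0.05 within its family. The first family is the 11 lists of Supplementary Table 1: AT2, AT1, basal, ciliated, club, neuroendocrine, endothelial, myeloid, matrix fibroblast, myofibroblast and lipofibroblast cells. The second holds 7 lists written before the data were examined: granulocyte and antimicrobial, interferon-stimulated, striated muscle sarcomere, cell cycle, Yap/Taz targets, TGF-beta response, and vessel and tube morphogenesis genes. A further 11 lists of tissues around or within the lung, also written beforehand, were examined per library with exact permutation tests: atrial cardiomyocyte, ventricular cardiomyocyte, skeletal muscle, smooth muscle, thymocyte, hepatocyte, erythroid, airway cartilage and trachea, esophagus and stratified epithelium, brown fat, and sex-linked genes. Some genes stand in several lists or are expressed by lung cells themselves, such as Krt5, Krt14 and Trp63 in the stratified epithelium list, Lbh and Gja1 in the ventricular list and Trf in the hepatocyte list.

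The genes named in the text were set by a rule before the data were examined. It takes up to 10 genes with the largest change among those called by edgeR whose TO and control lungs do not overlap (there were none), the genes the paper names for the mouse mRNA-seq or as basal or Yap genes, which include the 15 of Figure 4D, and the 3 most abundant members of each list, with any member called. Of the genes this rule takes in, 1 is not reported here by itself, and it stays in the counts of genes and in the clustering. Other genes named were chosen after their values were seen, namely Krt13, Krt4, Myl2, and the members of the tissue lists given for single libraries. The values in the paper's tables had been seen when the rule was written.

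The analysis was tested on simulated data, in which 200 genes were given a log2 fold change of 2 in libraries with the depths of the deposited ones. Genes of low CPM were not among those changed. The noise of each gene was drawn independently, so libraries had no differences shared by many genes. The simulation therefore says nothing on smaller changes, or on data with such shared differences. With the 6 libraries edgeR called 174 of the changed genes (87.0%) and 31 genes that had not been changed, and DESeq2 called 187 (93.5%) and 89. Of 206 calls by edgeR and 277 by DESeq2, the unchanged genes were a larger share than the threshold of 0.1 allows. With all 8 libraries edgeR called 163 of the changed genes (81.5%) and 19 unchanged genes, and DESeq2 169 (84.5%) and 38.

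Alternatives were other filters, DESeq2 and limma-voom in place of edgeR, other scaling, GC content offsets, counts of one strand, all 8 libraries, each library left out in turn, blocks by replicate number or by the digits that specimen names share, genes of sex chromosomes or of muscle, heart and blood left out, and other set tests, summaries, transformations and clusterings. In thinning, the read pairs of each deeper library were drawn 100 times down to the number of TO 1. The enrichment and upstream regulator analyses of the paper could not be repeated without their databases. The rabbit, human, histological and PCR data of the paper were left out, since the deposited files hold only the mouse mRNA-seq.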

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

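All tests in this part were chosen only after the result was seen, except the thinning of the other libraries to the depth of TO 1 for the thymocyte and skeletal muscle lists. In each group of 4 lungs, the gap between the highest or the lowest lung and its nearest neighbor was divided by the range of the group, and a lung was taken as far from the others when this ratio was above the 95% critical value of Dixon for 4 samples. Of 162 groups tested, 14 held such a lung. Chance gives about 1 in 20 groups, which makes 8.1 here.

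TO 1 was far below the other TO lungs in the mean log2 CPM of the myeloid list, at 0.28 against 2.52 to 2.96 (ratio 0.834). Its depth may contribute: when the 7 other libraries were thinned 100 times to the 270078 read pairs of TO 1, the lung was 0.53 above the lowest thinned value. TO 1 was nevertheless below every thinned value of TO 2, 3 and 4, of which the lowest was 0.63, so depth alone does not account for its distance from the TO lungs. The other genes with TO 1 far from the TO lungs were Areg (log2 CPM 2.80 against 3.22 to 3.29, ratio 0.843, 2 read pairs), Pmaip1 (-3.66 against 0.53 to 0.77, ratio 0.946, 0 read pairs, so that the prior count sets the value), Sema3c (5.60 against 6.11 to 6.19, ratio 0.859, 14 read pairs) and Arhgef17 (8.00 against 8.24 to 8.26, ratio 0.948, 74 read pairs). For these genes thinning was not run, and counting error at this depth stays open beside a difference of the lung itself.

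Control 3 was far from the other controls in the cell cycle list and in single genes. Its mean log2 CPM of the cell cycle list was 4.26, against 5.97 to 6.30 in the other controls (ratio 0.837). Lower in control 3 was Ccnd1 (log2 CPM 5.93 against 6.74 to 6.89, ratio 0.842). Higher were Cdkn1b (8.11 against 6.80 to 6.90, ratio 0.920), Cav2 (8.10 against 7.24 to 7.33, ratio 0.900) and Ddx58 (6.10 against 5.51 to 5.58, ratio 0.893). The depth of control 3, 32382284 read pairs, is within the range of the other deep libraries and argues against depth as the cause. Control 3 and TO 3 carry specimen names that end in the same digits, and what the digits stand for is not stated. In the cell cycle list, control 3 minus the lowest other control was -1.71, and TO 3 was the lowest TO lung, at 4.49. In the interferon-stimulated list, control 3 minus the highest other control was 1.63, and TO 3 was the highest TO lung. A difference shared by these specimens, such as one of litter, age or preparation, may therefore underlie the pattern, but it rests on 1 pair of lungs. A response of fetal lung cells to interferon stays open and untested.

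TO 4 was far above the other TO lungs in the hepatocyte list, with a mean log2 CPM of 4.49 against 0.57 to 1.07 (ratio 0.873). Control 1 was also high, at 5.37, and the other libraries were between -1.67 and 1.07. Alb, an abundant hepatocyte mRNA, was at 505 CPM in control 1, 240.0 CPM in TO 4 and at most 44.9 CPM in the others. Afp was at 204 CPM in control 1 but 3.61 CPM in TO 4. Whether liver tissue entered these 2 samples or lung cells made these mRNAs was not tested, and as both groups have such a lung, occlusion was not separated from it.

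TO 2 was far above the other TO lungs in Tgfb1 (log2 CPM 6.09 against 5.50 to 5.60, ratio 0.842). Control 1 was far above the other controls in Sdc2 (7.08 against 6.76 to 6.81, ratio 0.845). Control 2 was far below the other controls in Acta1 (1.09 against 4.60 to 4.83, ratio 0.937). No explanation was tested for these genes.

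In TO 1, which the figures of the paper do not show, the thymocyte list stood 5.61 above the highest control in mean log2 CPM, at 5.18 against -1.21 to -0.43 in the controls. TO 3 was at 1.60. The most abundant genes of the list in TO 1 were Tcf7 (266 CPM from 77 read pairs), Rag1 (162 CPM from 47) and Lck (128 CPM from 37), whereas Rag1 was at most 9.46 CPM elsewhere. Depth does not account for it: with the 7 other libraries thinned to the depth of TO 1, this lung stayed 3.40 above the highest thinned value. Thymus tissue collected with the lung is a candidate source, from which no further prediction was tested, and T cells within the lung stay open.

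The skeletal muscle list stood 2.34 above the highest control in TO 1, at 3.97 against -0.34 to 1.63 in the controls. After thinning of the other libraries TO 1 was 1.06 above the highest thinned value, so depth does not account for this either. Muscle of the chest wall or diaphragm taken with the lung may explain it, as may a response to occlusion, and no test separated the explanations.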

How the results depend on the processing

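Each alternative was set before the data were examined, and of the tests in this part, that of low counts was chosen only after the result was seen. For 36 results on counts of genes, lists and libraries, 612 values were computed under an alternative, and 488 of them kept their direction and their side of the threshold, or moved by less than their spread. Of the others, 41 changed sign, 33 were no longer called, 17 were newly called and 33 moved further. For 46 genes, 978 of 1098 values kept their direction and call, 97 changed sign and 23 became called in the same direction. The genes that became called did so at an adjusted p under 0.1 with no filter, without control 4, without TO 4, with DESeq2 or with a block by replicate number. Leaving out genes on X and Y, leaving out muscle, cardiac and erythroid genes and scaling by library size only changed no result they were run on in direction or call. A threshold of 0.05 for the adjusted p left the count of genes called by edgeR at 0.

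List medians were not computed with DESeq2, with limma-voom, with a block by shared name digits or with muscle, cardiac and erythroid genes left out. The median log2 fold change kept its direction under the other alternatives, including each library left out, for the granulocyte and antimicrobial (1.12 to 1.92), interferon-stimulated (0.22 to 2.00), striated muscle sarcomere (0.71 to 2.68), cell cycle (-1.17 to -0.12) and myeloid genes (0.49 to 0.66). For the myeloid column of Supplementary Table 1 as copied, which holds other genes as well, the median was 0.088, and the mean in place of the median was 0.82. Camera called these lists under every alternative run on lists except an estimated correlation, and fry, in place of camera, did not call them. Neither fry nor the estimated correlation gave a call for any of the 18 lists. Lists that camera with its preset correlation called and these did not had medians of 0.25 for club, 0.20 for AT2, 0.57 for myeloid, 0.20 for ciliated, 0.073 for matrix fibroblast, 1.27 for granulocyte and antimicrobial, 1.50 for interferon-stimulated, 1.20 for striated muscle sarcomere and -0.68 for cell cycle genes. The tests allow for the correlation of genes within a list, which the preset value fixes at 0.01.

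A filter sets by construction which genes can be counted. With no filter on low counts, 40 genes had an adjusted p under 0.1, 5060 genes were increased 2-fold and 4528 genes were decreased 2-fold. With at least 5 reads required in every library, 463 genes were increased 2-fold and 149 genes were decreased 2-fold. The median of AT1 genes changed sign to 0.0054. Tead4 changed sign to a log2 fold change of 0.00023. The filterByExpr function of edgeR gave other numbers, as 829 genes were increased 2-fold and 373 genes were decreased 2-fold. The median of AT1 genes changed sign to 0.00010. Of the genes changed 2-fold under the filter used, 73.7% had fewer than 5 reads in at least 1 of the 6 libraries, so low counts may account for much of the difference between these filters. For the changes of sign the cause was not tested. limma-voom, under which 1542 genes were decreased 2-fold, called 0 genes, with 1361 at an unadjusted p under 0.05.

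In the 6 libraries DESeq2 gave other calls: 44 genes had an adjusted p under 0.1. Tead4 changed sign to a log2 fold change of 0.0030. With DESeq2 on all 8 libraries, 7 genes had an adjusted p under 0.1 and 527 genes were decreased 2-fold. Genes that changed sign had log2 fold changes of -0.10 for Ccn2, -0.015 for Yap1, -0.22 for Wwtr1, -0.037 for Tbx5, 0.13 for Ccnd1, -0.19 for Cdkn1b, -0.24 for Cav2, -0.40 for Ccn1, -0.034 for Purb, -0.12 for Sema3c, 0.011 for Top2a and 0.18 for Mcm6. The cause was not tested.

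With all 8 libraries in edgeR, camera also called AT1 (median -0.25) and endothelial (median -0.14) genes. Camera no longer called ciliated (median 0.080) genes. Medians changed sign to -0.050 for matrix fibroblast, -0.071 for myofibroblast, -0.016 for lipofibroblast, -0.047 for Yap/Taz targets, -0.063 for TGF-beta response and -0.090 for vessel and tube morphogenesis genes. For single genes the log2 fold change changed sign to -0.079 for Ccn2, -0.045 for Yap1, -0.24 for Wwtr1, -0.060 for Tbx5, 0.11 for Ccnd1, -0.20 for Cdkn1b, -0.24 for Cav2, -0.39 for Ccn1, -0.058 for Purb, -0.13 for Sema3c and 0.091 for Mcm6. The difference in mean log2 CPM, TO minus control, moved to 2.28 for thymocyte and -0.95 for erythroid genes. The mean distance between groups minus that within groups was -1.54, the first principal component held 76.3% and the second 9.66% of the variance, and the clustering of Figure 4D put 3 controls on a branch held mostly by TO lungs, with control 3 alone on the other. TO 1, with 270078 read pairs, limits what can be seen there, and the cause of these changes was not tested.

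A block by replicate number was set as an alternative because the labels number the lungs of each group. Control and TO lungs of one number also share all digits of their specimen names, and what the digits stand for is not stated. Over all genes tested in the 8 libraries, the correlation between the deviations of control and TO lungs from their group means was 0.052, 0.13, 0.16 and 0.071 for numbers 1 to 4, not all above 0.1, and -0.034 on average over different numbers. Over 12483 genes with a mean log2 CPM over 2 it was 0.094, 0.28, 0.37 and 0.28, against -0.090 over different numbers, so that only number 1, which holds TO 1, was not above 0.1. Pairing of the lungs was thus neither established nor excluded. In the 6 libraries only numbers 2 and 4 occur in both groups, so that this block sets control 2 against TO 2 and control 4 against TO 4. With it, 219 genes had an adjusted p under 0.1 and 1849 genes were decreased 2-fold. Those called with the smallest p included the hepatocyte genes Alb, Ttr and Apoa1, which were high in TO 4 and not in control 4. Camera also called AT1 (median -0.18), myofibroblast (median 0.10) and Yap/Taz targets (median 0.062) genes. Camera no longer called ciliated (median 0.082) genes. Medians changed sign to 0.059 for endothelial and -0.0063 for lipofibroblast genes. Of single genes, those that changed sign had log2 fold changes of -0.014 for Yap1, -0.051 for Wwtr1, 0.013 for Tead4, -0.016 for Tbx5, 0.029 for Tgfb1, 0.10 for Ccnd1, 0.039 for Sdc2, -0.15 for Ccn1, -0.045 for Stat2, -0.11 for Ddx58 and -0.18 for Oasl2. With the block on all 8 libraries, 3 genes had an adjusted p under 0.1 and 1516 genes were decreased 2-fold. Camera also called basal (median -0.10), AT1 (median -0.30) and endothelial (median -0.15) genes. Camera no longer called ciliated (median 0.038) genes. Medians changed sign to -0.0010 for AT2, -0.028 for matrix fibroblast, -0.064 for myofibroblast, -0.069 for Yap/Taz targets, -0.058 for TGF-beta response and -0.091 for vessel and tube morphogenesis genes, of which AT2 genes were still called by camera, as higher in TO. Genes that changed sign had log2 fold changes of -0.13 for Ccn2, -0.060 for Yap1, -0.26 for Wwtr1, -0.10 for Tbx5, 0.16 for Ccnd1, -0.10 for Cdkn1b, -0.28 for Cav2, -0.37 for Ccn1, -0.059 for Purb, -0.11 for Sema3c and 0.24 for Mcm6. With GC content offsets added to that block, 3 genes had an adjusted p under 0.1 and 1536 genes were decreased 2-fold. Camera also called basal (median -0.12), AT1 (median -0.32) and endothelial (median -0.16) genes. Camera no longer called ciliated (median 0.012) genes. Medians changed sign to -0.0058 for AT2, -0.054 for matrix fibroblast, -0.089 for myofibroblast, -0.094 for Yap/Taz targets, -0.083 for TGF-beta response and -0.10 for vessel and tube morphogenesis genes, of which AT2 genes were still called by camera, as higher in TO. In single genes the log2 fold change took the other sign, at -0.15 for Ccn2, -0.093 for Yap1, -0.29 for Wwtr1, -0.12 for Tbx5, 0.14 for Ccnd1, -0.13 for Cdkn1b, -0.29 for Cav2, -0.39 for Ccn1, -0.011 for Axl, -0.087 for Purb, -0.14 for Sema3c and 0.20 for Mcm6. The cause was not tested, and as the pairs rest on numbers and digits of unstated meaning, none of these values replaces those given at the claims.

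Specimens whose names end in the same digits were also used as a block. In the 6 libraries, 1550 genes were decreased 2-fold. Log2 fold changes of the other sign were -0.057 for Wwtr1, 0.074 for Ccnd1, -0.11 for Ccn1 and -0.10 for Ddx58. In all 8 libraries, 1327 genes were decreased 2-fold. Of single genes, those that changed sign had log2 fold changes of -0.067 for Ccn2, -0.044 for Yap1, -0.24 for Wwtr1, -0.072 for Tbx5, 0.16 for Ccnd1, -0.11 for Cdkn1b, -0.25 for Cav2, -0.34 for Ccn1, -0.054 for Purb, -0.10 for Sema3c and 0.21 for Mcm6. No gene had an adjusted p under 0.1 in edgeR with either block, with 1374 and 1152 genes at an unadjusted p under 0.05. The cause was not tested.

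Other settings changed single results, and the cause was not tested. With the mean in place of the median, the log2 fold change was 0.065 for basal, 0.070 for neuroendocrine and 0.011 for endothelial genes. With DESeq2 size factors in edgeR, the median of AT1 genes changed sign to 0.0092, and Tead4 was at 0.0031. With GC content offsets, medians changed sign to 0.0095 for AT1 and -0.0019 for lipofibroblast genes, and Tead4 was at 0.037. With genes that stand in one list only, the median of AT1 genes changed sign to 0.016. With counts of one strand, camera no longer called ciliated (median 0.19) genes, and the log2 fold change changed sign to 0.020 for Tead4 and -0.030 for Purb. With the columns of Supplementary Table 1 as copied, camera no longer called matrix fibroblast (median 0.067) genes and the median of endothelial genes changed sign to 0.36 and was called. With list members of at least 1 CPM only, the median of TGF-beta response genes changed sign to -0.0028. The first component held 46.8% and the second 32.1% of the variance after the variance-stabilizing transformation of DESeq2, and 25.7% and 24.1% with all genes tested. In the clustering of Figure 4D, 0 lungs lay on a branch held mostly by the other group with 1 minus Pearson's correlation.

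Each of the 6 libraries was left out in turn, which leaves 2 lungs in 1 group. The genes called by edgeR numbered 0 to 144, with 52 without control 4, 144 without TO 4 and 0 without any of the others, where 587 to 1030 genes had an unadjusted p under 0.05. The lists that changed had medians of 0.093 to 0.40 for club genes (not called without control 4, TO 2 or TO 3), 0.13 to 0.35 for AT2 genes (not called without control 4, TO 2 or TO 3), -0.13 to 0.18 for AT1 genes (called without control 1, TO 2 or TO 3, with the other sign without control 2 or TO 4 and called so without TO 4), 0.092 to 0.36 for ciliated genes (not called without control 4 or TO 2), -0.22 to 0.034 for endothelial genes (called without TO 2, with the other sign without TO 3), 0.047 to 0.12 for matrix fibroblast genes (not called without TO 2), -0.035 to 0.12 for myofibroblast genes (with the other sign without TO 2), -0.043 to 0.094 for lipofibroblast genes (with the other sign without control 1 or TO 2), 0.032 to 0.16 for Yap/Taz targets genes (called without control 4 or TO 4) and -0.039 to 0.045 for vessel and tube morphogenesis genes (with the other sign without TO 2). Single genes changed sign without the libraries named here, with log2 fold changes of -0.38 to 1.00 for Trp63 (TO 4), -2.79 to 3.79 for Krt5 (control 2, control 4 or TO 4), -0.014 to 0.058 for Yap1 (control 1 or TO 2), -0.17 to 0.0093 for Tead1 (TO 2), -0.080 to 0.072 for Tead4 (control 1, control 2 or TO 4), -0.033 to 0.22 for Tbx5 (control 1 or TO 2), -0.32 to 0.012 for Tgfb1 (control 2 or TO 3), -0.26 to 0.11 for Ccnd1 (TO 3), -0.058 to 0.29 for Ccn1 (TO 3), -0.017 to 0.042 for Purb (control 2), -0.11 to 0.65 for Ddx58 (TO 3) and -0.78 to 2.76 for Myh7 (TO 4). The difference in mean log2 CPM moved within 0.17 to 1.00 for thymocyte genes, where TO 3 was the library that mattered, and within -0.26 to 0.11 for erythroid genes, where it was TO 4. The mean distance between groups minus that within groups was between -4.35 and 9.56, and it was below 0 without control 1 or control 2. The cause was not tested.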

Differences from the paper's values

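No test in this part was chosen after the result was seen. The paper's sequencing depth is 10 M reads per library, and the median over the 6 libraries of Figure 4 was 27.6 M, counted as read pairs on genes. The 1 alternative with a value of its own, all 8 libraries, gave 27.6 M and differs from the paper's value too.

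The paper reports 42 genes at an adjusted p under 0.1, and edgeR called 0. It found 1123 genes at an unadjusted p under 0.05, close to the number that chance gives. Of 25 alternatives set before the data were examined, 3 fell within 1.5 times the paper's count: DESeq2, with 44 genes, no filter on low counts, with 40, and leaving out control 4, with 52. The other 22 did not. Of the 52 genes without control 4, those with the smallest p included the atrial cardiomyocyte genes Bmp10, Myl7 and Nppa. A count near the paper's thus does not show that the genes are the same. DESeq2 is the tool that the paper's methods name. Whether its 44 genes are those of the paper was not compared, since the paper and its supplement list terms and not these genes.

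The paper reports 626 genes increased 2-fold, and 1423 were found. Of 24 alternatives, 2 were within 1.5 times the paper's count, namely at least 5 reads in every library (463 genes) and filterByExpr of edgeR (829 genes), and 22 were not. For genes decreased 2-fold the paper's count is 207 and 881 were found. Of 24 alternatives, 1 came within 1.5 times of it, at least 5 reads in every library (149 genes), and 23 did not. That filter is the one of the paper's methods, while its results give 5 reads in 3 or more specimens, as used at the claim. The paper states 17374 genes after its filter, which is nearer to the 17229 genes with 5 reads in every library than to the 21859 of the filter used, so the paper's counts of 2-fold changes may come from the filter of its methods.

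The paper's fold change of basal cell mRNAs is 1.17, and the median fold change of the basal list was 0.939. Among 25 alternatives, the mean in place of the median gave 1.05, on the paper's side of 1, and the other 24 gave values below 1, the lowest being 0.920. In mean log2 CPM the list differed by 0.050, TO minus control, in the 6 libraries, on the paper's side of 0, and by -0.028 in all 8. Basal markers were on the paper's side of 0 too, with log2 fold changes of 0.31 for Trp63, 0.46 for Krt14, 0.73 for Ngfr and 0.20 for Krt5. In all 8 libraries they were 1.25, 1.77, 0.82 and 2.37, and edgeR without a block called none of them. Without TO 4 those of Trp63 and Krt5 were -0.38 and -2.79. TO 4 and control 1 had the most Krt5 and Trp63 of the 6 libraries, and also 106 and 104 CPM of Krt13, a keratin gene of esophageal epithelium. The values over 8 libraries include TO 1, with 56 read pairs of Krt5, 15 of Krt14 and 12 of Trp63. That lung was also the highest in the thymocyte list. With a block by replicate number in the 6 libraries edgeR called Krt5 higher in TO, at 4.42 (adjusted p = 1.1e-07). That block compares lungs of numbers 2 and 4 only, and so leaves out control 1, where Krt5 was at 22.3 CPM. The fold changes of club, AT2 and myeloid cell mRNAs, 1.19, 1.15 and 1.49, were on the paper's side of 1 and within 1.5 times its values of 1.15, 1.21 and 1.45.

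In its results the paper describes the TO lungs as closest to one another, while the caption of Figure 4A says this of TO and control lungs. The mean distance between TO lungs, 152, was larger than that between control lungs, 138, and the closest pair was control 4 and TO 4. The paper shows the 2 groups apart in the clustering of Figure 4D. Under the clustering used here TO 4 stood with the controls, while 1 minus Pearson's correlation parted TO from control lungs, with 0 lungs on the branch of the other group. The paper describes TGF-β as increased, and for the mouse mRNA-seq it names TGFB1 among regulators predicted from genes changed 2-fold. That is a predicted activity, which the mRNA of Tgfb1 does not measure. Tgfb1 had a log2 fold change of -0.10 and the TGF-beta response list a median of 0.070, which is on the paper's side of 0. Of the terms the paper gives for inflammation, the direction was as in the paper for the granulocyte and antimicrobial list (1.27) and the myeloid list (0.57).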

Other observations

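Apart from those named next, the tests in this part were chosen only after the result was seen. The thinning to the depth of TO 1 for the stratified epithelium and ciliated lists and the test of X and Y linked genes were chosen before it. The exact permutation tests used tissue lists written before the data were examined. GC content offsets and the block by shared name digits were alternatives set before then too, but their use against single explanations was chosen afterwards.

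Every way of splitting the libraries into groups of the same sizes was tested, the real one included. With 3 lungs against 3 there are 10 splits, too few to exclude chance for any result. The number of DESeq2 calls was as large in 3 of them, that of genes changed 2-fold in 2, that of cell-specific lists called by camera in 7 and that of other lists in 6. With 4 lungs against 4 there are 35 splits, and chance was not excluded for any of these counts. As many were found in 14 splits for DESeq2 calls, in 17 for genes changed 2-fold, in 19 for cell-specific lists and in 16 for the other lists. The comparison says nothing on the genes called by edgeR, as their number is 0 in the real grouping and no split can give fewer.

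Striated muscle sarcomere genes were higher in TO lungs. GC content does not account for it, as the median log2 fold change of the list was 1.21 with GC content offsets. More smooth muscle in blood vessels or airways would raise the smooth muscle list too. The mean log2 CPM of that list was 0.087 higher in TO than in control lungs of Figure 4, against 1.53 for the sarcomere list. These 6 lungs lay between 5.02 (control 2) and 5.98 (TO 4), with TO 2 (5.48) and TO 3 (5.10) below controls 1 (5.68) and 4 (5.60). The values argue against more smooth muscle as the source of a rise of that size. Members of the smooth muscle list went both ways, with 6 higher and 6 lower in TO, so a small contribution stays open. Heart tissue left on some lungs of both groups stays open as well: 2 of the 4 controls lay above the lowest TO lung in the sarcomere list. Heart tissue left on the lungs and the muscle of the pulmonary veins within the lung, which carries atrial genes, cannot be told apart for this list, because both bring sarcomere mRNAs. The atrial cardiomyocyte list was low only in control 1 (4.22) and control 2 (3.88) and between 6.43 and 6.89 in the other 6 libraries.

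Ventricular cardiomyocyte genes differed among the libraries of each group, with a mean log2 CPM of 2.63 in control 1, 2.89 in control 2, 6.37 in control 3, 5.90 in control 4, 7.37 in TO 1, 3.23 in TO 2, 3.93 in TO 3 and 6.92 in TO 4. The smaller of the 2 ranges within a group was 3.74. Myl2 was at 783 CPM in TO 1, 502 CPM in TO 4, 181 CPM in control 3 and 153 CPM in control 4, and at most 5.23 CPM in the others. Heart tissue collected with control 3, control 4, TO 1 and TO 4 is a candidate explanation for these differences within groups. A response to occlusion does not separate the lungs in this way, as both groups have lungs at either level.

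Among the 7 libraries other than TO 1, Krt5 was high in control 1 and TO 4, the lungs that also had the most Alb. Esophageal epithelium collected with these lungs is a candidate explanation: Krt13 was 83.1 times higher in the lower of them than in the highest of the other libraries with more than 270078 read pairs. Krt4 was at 149 CPM in control 1, 134 CPM in TO 4 and at most 4.93 CPM elsewhere. The stratified epithelium list contains Krt5, Krt14 and Trp63, which the lung's own basal cells express, and basal cells that differ between these lungs stay open.

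TO 1 was the highest library in the stratified epithelium list, with a mean log2 CPM of 5.18 against 0.82 to 4.07. Its depth does not account for it, since TO 1 stayed 0.59 above the highest value of the other libraries thinned to its depth. In TO 1 Krt5 was at 193 CPM but Krt4 at 3.45 CPM from 1 read pair. Epithelium of the thymus or trachea and basal cells of the lung stay open and were not tested. The ciliated list was lowest in TO 1, at 0.0083, and TO 1 stayed below the lowest thinned value of the others, by a difference of -0.17, so depth alone does not account for this level. It may account for part of it, since the other libraries fell from between 2.48 and 3.11 to thinned medians between 1.35 and 2.25. No biological explanation was tested.

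Granulocyte and antimicrobial genes were higher in TO lungs. More blood left in the TO lungs does not account for it, as the median log2 fold change of Hbb-bs, Hba-a1 and Hbb-bt was 0.093. GC content does not account for it either, with a median of 1.27 under GC content offsets. Inflammation after the occlusion and granulocytes in the lung from another cause were not told apart. Lcn2, the member with the smallest adjusted p in DESeq2, also stands in the AT2 list, so expression by epithelial cells stays open for it as well.

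Specimens whose names end in the digits shared by control 1, control 4 and TO 4 were also compared with the other 3 lungs of Figure 4, by DESeq2. This split gave 433 genes, 264 of them lower in the shared-digit specimens, and 2 were among the 44 calls of DESeq2 between TO and control, a smaller number than this split gave. What the digits stand for is not stated. X and Y linked genes do not account for the number, since 4.16% of these genes, or 18, lie on X or Y. The 3 shared-digit lungs all express Xist, as does TO 3 among the other lungs, so effects of sex on other chromosomes stay open. A difference in lung maturity may contribute: the median log2 fold change, other specimens against the shared-digit specimens, was 0.40 for the AT2, 0.40 for the ciliated and 0.37 for the club list. Tissue around the lung stays open as well, because control 1 and TO 4 are the lungs with high Krt13 and Alb, and 5 hepatocyte and 3 stratified epithelium genes are among the genes called. With these digits as a block, edgeR called 0 genes between TO and control, with 1374 at an unadjusted p under 0.05. DESeq2 was not run with this block.

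The remaining lists gave the following values. The mean log2 CPM of the erythroid list was 2.18 in TO 1 and between 4.21 and 5.48 in the other libraries. That of the airway cartilage and trachea list was between 2.35 and 3.67, with a difference of 0.10 between TO and control lungs of Figure 4, and that of the brown fat list was between 1.46 and 3.33, with a difference of 0.76. For the hepatocyte list the difference was 0.47 and for the thymocyte list 0.91. In none of these 4 lists did the TO lungs all lie above the control lungs (two-sided exact permutation test, p = 0.7 for cartilage, 0.2 for brown fat, 0.9 for hepatocyte and 0.4 for thymocyte genes). Of the sex-linked genes, Xist was between 1715 and 1996 CPM in controls 1 and 4 and TO 3 and 4, and at most 1.88 CPM in the others. Ddx3y, Uty, Kdm5d and Eif2s3y were between 27.6 and 130.1 CPM in controls 2 and 3 and TO 1 and 2, and at most 0.426 CPM in the first 4. Each group thus held 2 lungs with Xist and 2 with Y linked mRNAs, and among the lungs of Figure 4 there were 2 controls and 2 TO lungs with Xist.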
